# NFAT5/TonEBP Limits Pulmonary Vascular Resistance in the Hypoxic Lung by Controlling Mitochondrial Reactive Oxygen Species Generation in Arterial Smooth Muscle Cells

**DOI:** 10.3390/cells10123293

**Published:** 2021-11-24

**Authors:** Hebatullah Laban, Sophia Siegmund, Maren Zappe, Felix A. Trogisch, Jörg Heineke, Carolina De La Torre, Beate Fisslthaler, Caroline Arnold, Jonathan Lauryn, Michael Büttner, Carolin Mogler, Katsuhiro Kato, Ralf H. Adams, Hanna Kuk, Andreas Fischer, Markus Hecker, Wolfgang M. Kuebler, Thomas Korff

**Keywords:** pulmonary artery, smooth muscle cells, NFAT5, transcriptome, mitochondrial ROS

## Abstract

Chronic hypoxia increases the resistance of pulmonary arteries by stimulating their contraction and augmenting their coverage by smooth muscle cells (SMCs). While these responses require adjustment of the vascular SMC transcriptome, regulatory elements are not well defined in this context. Here, we explored the functional role of the transcription factor nuclear factor of activated T-cells 5 (NFAT5/TonEBP) in the hypoxic lung. Regulatory functions of NFAT5 were investigated in cultured artery SMCs and lungs from control (*Nfat5^fl/fl^*) and SMC-specific *Nfat5*-deficient (*Nfat5^(SMC)−/−^*) mice. Exposure to hypoxia promoted the expression of genes associated with metabolism and mitochondrial oxidative phosphorylation (OXPHOS) in *Nfat5^(SMC)−/−^* versus *Nfat5^fl/fl^* lungs. In vitro, hypoxia-exposed *Nfat5*-deficient pulmonary artery SMCs elevated the level of OXPHOS-related transcripts, mitochondrial respiration, and production of reactive oxygen species (ROS). Right ventricular functions were impaired while pulmonary right ventricular systolic pressure (RVSP) was amplified in hypoxia-exposed *Nfat5^(SMC)−/−^* versus *Nfat5^fl/fl^* mice. Scavenging of mitochondrial ROS normalized the raise in RVSP. Our findings suggest a critical role for NFAT5 as a suppressor of OXPHOS-associated gene expression, mitochondrial respiration, and ROS production in pulmonary artery SMCs that is vital to limit ROS-dependent arterial resistance in a hypoxic environment.

## 1. Introduction

Adequate adjustment of the vascular SMC tone to different environmental conditions is vital for the function of any organ as it controls the resistance of arteries and arterioles by regulating their diameter and consequently the local blood supply. In the lung, SMCs of pulmonary arteries (paSMCs) constrict or relax depending on the oxygen level to optimize gas exchange by matching alveolar perfusion to local ventilation [1]. Specifically, paSMCs can sense oxygen partial pressure and increase their tone when exposed to hypoxia—a special feature of paSMCs located in small pulmonary arteries [2] known as hypoxic pulmonary vasoconstriction (HPV). At high altitudes and under pathophysiological conditions causing alveolar hypoxia (e.g., chronic obstructive pulmonary disease (COPD) or low respiratory drive) paSMCs may be chronically forced to increase their tone. Mechanistically, an accumulating body of evidence suggests that mitochondrial function is rate-limiting for sensing as well as initiating the paSMC contraction by producing reactive oxygen species (ROS) in response to decreasing oxygen levels [1]. While HPV shows a biphasic course comprising of an acute and sustained phase, the latter and long-lasting phase was especially shown to rely on mitochondrial function [3]. In addition to HPV, chronic hypoxia also evokes structural vascular remodeling which results in the increased coverage of small pulmonary arteries and arterioles by SMCs. In mouse models of chronic hypoxia, arterial muscularization usually starts within seven days after the onset of hypoxia and originates from a preexisting SMC population that dedifferentiates, migrates, proliferates, and finally redifferentiates [4,5].

Both HPV and hypermuscularization of pulmonary arteries progressively increase pulmonary arterial resistance in chronic hypoxia. Consequently, pulmonary arterial pressure and right ventricular afterload increase, which promote right ventricular hypertrophy and functional failure. These pathophysiological mechanisms may bear fatal consequences for lung and heart function in the long run, but initially emanate from a simple adjustment of the vascular phenotype to altered environmental conditions. For instance, in endothelial cells (ECs) hypoxia activates hypoxia inducible factor 1 alpha (HIF1A), which promotes the expression of *Pdgfb* (platelet-derived growth factor subunit B) [6]. In turn, PDGFB stimulates the activity of the Krüppel-like (transcription) factor 4 (KLF4) in paSMCs as a prerequisite for their expansion and migration [6]. As such, the transcriptional adjustment precedes the functional adaptation of paSMCs coping with hypoxic stress.

In this context, we aimed to elucidate the role of the nuclear factor of activated T-cells 5 (NFAT5)—a stress response transcription factor. NFAT5 or tonicity enhancer binding protein (TonEBP) is a calcineurin-independent member of the Rel family of transcription factors and has recently been described as an immunometabolic stress protein that modifies the cellular transcriptome in a plethora of pathophysiological conditions including hyperlipidemia, insulin resistance, arteriosclerosis, rheumatoid arthritis, hypertonicity [7,8], and ischemia [9]. In vascular SMCs, NFAT5 controls different aspects of their phenotypic modulation including the angiotensin II-mediated upregulation of the SMC marker α-smooth muscle cell actin (αSMA) [10]. Recently, we revealed that NFAT5 also controls the adaptive responses of vascular SMCs exposed to biomechanical stress and hypertension by regulating the expression of genes functionally attributed to proliferation, matrix synthesis, and cytoskeletal reorganization [11,12,13,14]. The relevance of NFAT5 for the response of vascular SMCs to hypoxia, however, has not been studied so far. To this end, we utilized a mouse model to ablate *Nfat5* specifically in SMCs [14,15,16] and investigated the functional impact of NFAT5 on pulmonary artery SMCs during exposure to chronic hypoxia in vitro and in vivo.

## 2. Materials and Methods

### 2.1. Cell Culture

Mice were euthanized by carbon dioxide inhalation and subsequent cervical dislocation. Murine aortic smooth muscle cells (aoSMCs) were isolated from the aorta of *Nfat5^fl/fl^* mice as described earlier [14]. Briefly, after carefully removing the adventitia, the aorta was washed twice in DPBS w/o calcium and magnesium, cut in 1 mm-sized rings, and digested with 1% collagenase overnight. All vascular smooth muscle cells were cultured in DMEM low glucose medium (ThermoFisher/Gibco, Karlsruhe, Germany) containing 15% FCS.

Murine pulmonary artery smooth muscle cells (mpaSMCs) were isolated from pulmonary arteries as described by Lee et al. [17]. In brief, a slurry of agarose and iron particles in Panserin (PAN-Biotech, Aidenbach, Germany) was infused into the pulmonary circulation via the right ventricle of the heart (RV). The particles cannot pass the capillary system and remain in arteries and arterioles. Upon solidification of the agarose, artery segments were magnetically extracted from dissociated lung tissue. Cells were isolated by collagenase treatment, suspended, and cultured as described for aoSMCs. Cell identity was routinely tested by performing immunofluorescence-based or protein biochemical methods to detect SMC markers (Figure S1). Cultured cells were exposed to hypoxia for up to 24 h by transferring them to a hypoxia chamber (Invivo2 Plus, Ruskinn, Bridgend, UK) that was pre-equilibrated with 1% O_2_.

### 2.2. Viral Transduction

Deletion of the floxed *Nfat5* exon was achieved by transduction with an adenovirus expressing Cre recombinase (iCre) under a cytomegalovirus (CMV) promoter (Ad-CMV-iCre, Cat. no. 1045, Vector Biolabs, Malvern, PA, USA). The virus was applied to the cells with a multiplicity of infection (MOI) of 500. An adenovirus with an empty CMV promoter (Ad-CMV-Null, Cat. no. 1300, Vector Biolabs) served as a control. Cells were utilized for experiments 48 h after exposure to adenoviral vectors. The knockout efficiency was controlled by determining the protein level of NFAT5 in cell lysates (Figure S2).

### 2.3. Immunofluorescence Analyses of Cultured Cells

Cells were fixed in ice-cold methanol for 15 min and allowed to dry for 20 min. Rehydrated cells were blocked for 30 min with 5% donkey serum in TRIS-buffered salt solution (TBS) supplemented with 0.05% Tween 20. Cells were incubated for 2 h with the mouse anti-NFAT5 (1:100, direct label, NFAT5—Alexa 546, sc-398171), washed with TBS, and mounted with Mowiol (Merck/Calbiochem, Darmstadr, Germany). Nuclei were visualized by DAPI. Fluorescence images were recorded by using an Olympus IX83-System (Olympus, Hamburg, Germany) in combination with the cellSens Software (v. 1.12).

### 2.4. Analysis of Metabolic Activity in Cultured Cells

Glycolysis and mitochondrial respiration of mpaSMCs were automatically assessed by real-time analysis of the oxygen consumption rate (OCR, determines oxygen consumption/min) and extracellular acidification rate (ECAR, determines changes in pH) over a period of 90 min using a Seahorse XF analyzer (Agilent, Waldbronn, Germany). The mpaSMCs were treated with adeno-associated virus to overexpress CRE recombinase (*Nfat5^−/−^*) or GFP (*Nfat5^fl/fl^*) and exposed to normoxia/hypoxia for 24 h prior to the analysis following manufacturer’s instructions (protocol I: Seahorse XF Glycolysis Stress Test, protocol II: Seahorse XF Cell Mito Stress Test).

OCR was determined while treating the cells with oligomycin (OM, mitoch. complex V/ATP synthase inhibitor), FCCP (a protonophore to uncouple mitochondrial respiration), and rotenone/antimycin A (Rot/Antim., complex I/III inhibitors blocking the electron transport chain) to analyze ATP-linked respiration, proton leak respiration, and mitochondrial (maximal) respiratory capacity. ECAR was determined while treating the cells with glucose (Gluc.), oligomycin (OM, blocks mitochondrial ATP generation to determine the max. glycolytic capacity), and 2-deoxy-d-glucose (2-DG, glucose analog to block glycolysis) to analyze basal glycolysis, glycolytic reserve, maximal glycolysis, and nonglycolytic ECAR. Both OCR and ECAR were normalized to the total cellular protein per sample.

### 2.5. Detection of Radical Oxygen Species (ROS) in Cultured Cells

Cells were exposed to normoxia or hypoxia for 24 h. Mitochondrial ROS production was traced by supplementing the medium with MitoTracker™ Red CM-H2Xros (Cat. no. M7513, ThermoFisher, Karlsruhe, Germany) for 30 min according to the manufacturer’s instructions. This probe is oxidized by reactive oxygen species to become a mitochondrion-selective fluorophore. Cells were washed with HBSS without phenol red and immediately analyzed by recording the fluorescence in randomly selected areas of the culture surface utilizing a fluorescence microscope (IX83, Olympus, Hamburg, Germany). Fluorescence images were automatically analyzed by applying the count & measure module of the cellSens software (Olympus, Hamburg, Germany, version 1.18) that allows detection and gray value assessment of the mean mitochondria-associated fluorescence signal within a region of interest (Figure S3A). MitoTracker™ Green FM (Cat. no. M7514, ThermoFisher, Karlsruhe, Germany) was utilized to assess the total cellular mitochondrial density (Figure S3B). MitoTracker™ Red CM-H2Xros–based results were controlled by MitoSOX Red (Cat. no. M36008, ThermoFisher, Karlsruhe, Germany), another mitochondria-specific ROS-sensitive reagent that is oxidized by superoxide and becomes fluorescent upon binding to nucleic acids (Figure S9).

### 2.6. Analysis of Gene Expression

RNA was extracted by lysing cells or lung tissue in RLT buffer (Cat. no. 79216, Qiagen, Hilden, Germany) containing 1% β-mercaptoethanol and subsequently purified using the RNeasy Mini Kit (Cat. no. 74106, Qiagen, Hilden, Germany) and RNase-Free DNase Set (Cat. no. 79254, Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA quantity and quality were examined (NanoDrop ND-1000 Spectrophotometer, NanoDrop Technologies, Wilmington, DE, USA). Depending on RNA quantity, cDNA was synthesized utilizing the Sensiscript Reverse Transcription Kit (Cat. no. 205213, Qiagen, Hilden, Germany) or the Omniscript Reverse Transcription Kit (Cat. no. 205113, Qiagen, Hilden, Germany) and Oligo(dT)15 Primer (C110A, Promega, Madison, WI, USA). Quantitative real-time RT-PCR was performed in a Rotor-Gene Q (Qiagen, Hilden, Germany) using the 5x QPCR Mix EvaGreen (No Rox) (BS76.590.5000, Bio&SELL GmbH, Feucht, Germany) and water for Molecular Biology (Cat. no. H20MB0106, Merck Millipore, Darmstadt, Germany). PCR was conducted in 40 cycles of denaturation (95 °C, 15 s), annealing (temperature depending on primer, 25 s), and elongation (72 °C, 10 s) after one initial phase of 95 °C for 15 min to activate the DNA polymerase. Fluorescence was examined at the end of the annealing phase (excitation at 470 nm, emission at 530 nm). The threshold cycle (Ct) was set within the exponential phase of the PCR using the Rotor-Gene Q Series Software (v.2.3.1, Build 49, Qiagen, Hilden, Germany). The PCR product was quantified using the ΔΔCt method. Amplification of the ribosomal protein S12 (Rps12) served as an internal standard. The following mouse primers were utilized: *Ptgs2-for 5′-TGAGCAACTATTCCAAACCAGC-3′/rev 5′-GCACGTAGTCTTCGATCACTATC-3′, Nfat5-for 5′-AACATTGGACAGCCAAAAGG-3′/rev 5′-GCAACACCACTGGTTCATTA-3′, Rpl32-for 5′-GGGAGCAACAAGAAAACCAA-3′/rev 5′-ATTGTGGACCAGGAACTT GC-3′, Rps12-for 5′-GAAGCTGCCAAAGCCTTAGA-3′/rev 5′-AACTGCAACCAACCACCTTC-3′, Actb-for 5′-CGGTTCCGATGCCCTGAGGCTCTT-3′/rev 5′-CGTCACACTTCATGATGGAATTGA-3′, Vegfa-for 5′-GTACCTCCACCATGCCAAGT-3′/rev 5′-ACTCAAGGGCTTCATCGTTA-3′.*

For PCR-based expression profiling, total RNA was isolated from cultured cells as described. cDNA was synthesized utilizing the RT2 First Strand Kit (Cat. no. 330401, Qiagen, Hilden, Germany). The RT^2^ Profiler PCR arrays “Mouse Mitochondrial Energy Metabolism” (Cat. No. 330231 PAMM-008ZR, Qiagen, Hilden, Germany) were performed according to manufacturer’s instructions using the RT2 SYBR Green ROX FAST Mastermix (Cat. no. 330620, Qiagen, Hilden, Germany). Real-time PCR was run in a Rotor-Gene Q (Qiagen, Hilden, Germany) following the cycling conditions of the manufacturer. Threshold cycle (Ct) calculation and subsequent data analysis were accomplished as described in the RT2 Profiler PCR Array Handbook (06/2019, Qiagen, Hilden, Germany). Beta-actin (*Actb*) and Beta-2-Microglobulin (*B2m*) were chosen as reference genes for analysis under the chosen experimental conditions.

### 2.7. Genome Array-Based Analyses

Gene expression profiling was performed using the GeneChip^®^ Mouse Gene 2.0 ST Array (902118, ThermoFisher/Affymetrix, Karlsruhe, Germany). A custom CDF Version 22 with ENTREZ-based gene definitions was used to annotate the arrays [18]. The raw fluorescence intensity values were normalized by applying quantile normalization. Pathways belonging to various cell functions such as cell cycle or apoptosis were obtained from public external databases (KEGG, http://www.genome.jp/kegg, accessed on 15 November 2021). A commercial software package SAS JMP15 Genomics, version 10, from SAS (SAS Institute, Cary, NC, USA) was used to analyze differential gene expression based on one way-ANOVA. A false positive rate of a = 0.05 with false discovery rate correction was taken as the level of significance. The false discovery rate (FDR) value is the adjusted *p*-value, which estimates the probability of obtaining the observed sample results when the null hypothesis is actually true. The probability value ranges between 0 (0%) and 1 (100%). A false discovery rate of 1 means 100% (i.e., 100% probability of obtaining the observed sample results when the null hypothesis [tested with ANOVA] is actually true). Gene Set Enrichment Analysis (GSEA) was applied to determine if defined lists (or sets) of genes exhibit a statistically significant bias in their distribution within a ranked gene list using the software R v3.4.0 (R Core Team 2017) and RStudio: Integrated development environment for R (RStudio Boston, MA, USA) and the fgsea package (Sergushichev, 2016).

The raw microarray data underlying this article is available in the Gene Expression Omnibus (GEO) database as record GSE178468 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178468, accessed on 15 November 2021).

### 2.8. Mouse Model

All animal studies were performed with permission of the Regional Council Karlsruhe (permission number: 35-9185.81/G-233/18) and conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) as well as Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. *Nfat5^fl/fl^* mice were described earlier [15] and crossed with SM-MHC-CreER^T2^ [16] (only male mice carry the construct) kindly provided by Stefan Offermanns and Nina Wettschureck (Max Planck Institute for Heart and Lung Research, Bad Nauheim, Germany). All mice were housed following GV-SOLAS recommendations and were hygienically monitored by sentinel animals. The genetic ablation of NFAT5 in the corresponding offspring was induced in male mice (age: 10–12 weeks) by application of 1 mg tamoxifen per day i.p. for 5 consecutive days (*Nfat5^(SMC)−/−^*) or miglyol as solvent control (*Nfat5^fl/fl^*). Mice were used in experiments after a recovery period of 2–3 weeks.

Mice were exposed to hypoxia for 7 or 21 days by placing them into a hypoxia chamber (A-Chamber/ProOx O_2_ controller, Biospherix, Parish, NY, USA) with free access to drinking water and fodder (humidity: 50–65%, temperature: 21–23 °C) with 10% oxygen and 90% nitrogen.

### 2.9. Capillary Electrophoresis and Protein Analyses

Whole cell lysates from murine vascular SMCs or from frozen lung lobes were prepared in a radioimmunoprecipitation assay (RIPA) buffer. Lysates from cytosolic or nuclear fractions were generated by lysing cells in buffer I containing 10 mM HEPES, 10 mM KCl, 1 µM EDTA, 1 µM EGTA, 15% Nonidet, protease, and phosphatase inhibitors. After centrifugation (12,000× *g* at 4 °C for 15 min) the supernatant containing the cytosolic protein fraction was processed for further analyses. The remaining sediment was dissolved in 40 µL buffer II consisting of 20 mM HEPES, 400 mM NaCl, 0.01 M EDTA, 0.01 M EGTA, 15% Nonidet, and protease and phosphatase inhibitors. Subsequently, this solution was sonicated (ultrasound) two times for 5 s at 50 Watts at 4 °C. After centrifugation (12,000× *g* at 4 °C for 15 min) the supernatant containing the nuclear protein fraction was processed for further analyses.

Lysates were processed for capillary electrophoresis utilizing the Simple Western technology (WES, ProteinSimple, Bio-Techne, San Jose, CA, USA). Sample preparation and antibody application were performed according to the manufacturer’s instructions using the 12–230 kDa Wes Separation Module (Cat. no. SM-W004, ProteinSimple, Bio-Techne, San Jose, CA, USA). The following antibodies were applied (Cat. no., supplier, dilution): anti-NFAT5 (NB120-3446, Bio-Techne/Novus Biologicals, Wiesbaden, Germany, 1:10), anti-αSMA (ab5694, Abcam, Cambridge, UK, 1:10), anti-αtubulin (CS #2144, Cell Signaling, Danvers, MA, USA, 1:10), anti-HDAC1 (NB100-56340, Bio-Techne/Novus Biologicals, 1:10), anti-β-actin (MAB8929, Bio-Techne/R&D Systems, Wiesbaden, Germany, 1:500), anti-SMMHC (ebio 14-6400-80, Invitrogen, Waltham, MA, USA, 1:10), anti-calponin (ab46794, Abcam, 1:50), and anti-VCP (ab11433, Abcam, 1:50). Valosin containing protein (VCP) or beta-actin (β-actin) served as the loading reference. Protein abundance in the cytosolic and nuclear fraction was normalized to α-tubulin and HDAC1, respectively. Protein levels were determined by utilizing the Compass software (version 4.0.1, Build 0812, ProteinSimple, Bio-Techne, Wiesbaden, Germany).

### 2.10. Metabolomics

Mice were euthanized by cervical dislocation right after removing them from the hypoxia chamber. Metabolites from frozen lung lobes were extracted in 360 µL of 100% MeOH for 15 min at 70 °C with vigorous shaking. As internal standards, 20 µL ribitol (0.2 mg/mL) and 10 µL heptadecanoic acid (0.2 mg/mL) were added to each sample. After the addition of 200 µL, chloroform samples were shaken at 37 °C for 5 min. To separate polar and organic phases, 400 µL of water was added and samples were centrifuged for 10 min at 11,000× *g*. For derivatization, 700 µL of the polar (upper) phase was transferred to a fresh tube and dried in a speed-vac (vacuum concentrator) without heating. Derivatization (methoximation and silylation) was performed by re-dissolving the aqueous phase in 20 µL of methoximation reagent containing 20 mg/mL methoxyamine hydrochloride (Merck/Sigma, Darmstadt, Germany: 226904) in pyridine (Sigma 270970) and incubated for 2 h at 37 °C with shaking. For silylation, 32.2 µL N-Methyl-N-(trimethylsilyl)trifluoroacetamide (MSTFA; Sigma M7891) and 2.8 µL alkane standard mixture (50 mg/mL C_10_–C_40_; Fluka 68281) were added to each sample. After incubation for 30 min at 37 °C, samples were transferred to glass vials for gas chromatography/mass spectrometry (GC/MS) analysis. A GC/MS-QP2010 Plus (Shimadzu^®^, Kyoto, Japan) fitted with a Zebron ZB 5MS column (Phenomenex^®^, Hong Kong; 30 m × 0.25 mm × 0.25 µm) was used for GC/MS analysis. The GC was operated with an injection temperature of 230 °C and a 1 µL sample was injected with split mode (1:10). The GC temperature program started with a 1 min hold at 40 °C followed by a 6 °C/min ramp to 210 °C, a 20 °C/min ramp to 330 °C, and a bake-out for 5 min at 330 °C using helium as the carrier gas with constant linear velocity. The MS was operated with an ion source and interface temperatures of 250 °C, a solvent cut time of 7 min, and a scan range (m/z) of 40–700 with an event time of 0.2 s. The “GCMS solution” software (Shimadzu^®^) was used for data processing.

### 2.11. Determination of the Right Ventricular Systolic Pressure (RVSP)

For assessment of RVSP, mice were anesthetized by isoflurane (concentration: 2%) until surgical tolerance was reached (toe reflex test). A pressure-volume catheter (PVR-1030, Millar) was surgically inserted and advanced into the right ventricle through the external jugular vein. The overall blood oxygenation was monitored by a pulse oximeter (MouseSTAT, Kent Scientific, Torrington, CT, USA) throughout the procedure. Pressure pulses were continuously recorded (LabChart software, v8.1.19, ADI Instruments, Durham, NC, USA) for several minutes once a characteristic RV pressure profile was observed. RVSP values were determined by calculating the mean of at least ten pressure peaks. The influence of the oxygen concentration on the RVSP was assessed by applying different isoflurane/gas mixtures with 99%, 21%, and 10% oxygen during the RVSP measurement. For one experimental approach, physiological sodium chloride solution (solvent control) or MitoTEMPO (10 mg/kg, #SML0737-5MG, Merck/Sigma, Darmstadt, Germany) was applied by intraperitoneal injection (volume: 100 µL) 5–10 min before starting the RVSP measurement.

### 2.12. Generation and Analysis of Vibratome Sections

Mice were euthanized and perfused with 6% gelatine/PBS (37 °C) via the right ventricle. Subsequently, lungs were inflated by filling the lung with 1% (low melt) agarose/PBS (37 °C) via the trachea. After solidification, lung lobes were removed and fixed in 2% formaldehyde/PBS (4 °C) for 18 to 24 h. Next, 150 µm thick sections of lung lobes were prepared by vibratome sectioning, rinsed in PBS, and blocked for 60 min in PBS containing 5% donkey serum/0.5% Triton X100 (room temperature). Subsequently, primary antibodies in PBS/5% donkey serum/0.5% Triton X100 (mouse anti-NFAT5 (direct label Alexa 546), sc-398171, Santa Cruz Biotechnology, Heidelberg, Germany, dilution: 1:100; goat anti-CD31, AF3628, biotechne, dilution 1:200; anti αSMA-Cy3, C6198 Sigma, dilution 1:700) were added for 24 h (4 °C). After rinsing in PBS, sections were incubated with the secondary antibody (anti-goat-AlexaFluor488, 705-546-147, Dianova, Hamburg, Germany, 1:200) for 24 h (4 °C), rinsed and counterstained with DAPI and mounted with Mowiol. Fluorescence was imaged by using an Olympus IX81 confocal microscope (Olympus) and 3D image stacks were generated of regions of interest containing complete segments of arteries and arterioles. SMC coverage and blood vessel diameter of at least ten image stacks per lung were assessed by applying the morphometric tools of the Olympus Xcellence software (version 2.0, Build 4768).

### 2.13. Echocardiography

Transthoracic echocardiography was performed on anesthetized mice (1–3% isoflurane and 1 Lpm oxygenated room air) by using a Vevo 2100 high-resolution system (Visualsonics, Toronto, ON, Canada) and a 40-MHz MS-550D transducer. Two-dimensional B-mode tracings were recorded in both parasternal long and short axis views at the level of the papillary muscles and the pulmonary artery (PA), respectively, followed by one-dimensional M-mode tracings in both axes at the papillary level or pulsed-wave (PW) Doppler measurement of the peak flow in the PA. The right ventricle was recorded in B- and M-mode in a modified parasternal long axis view with an adjusted angle focussing the RV. Data were analysed offline using VevoLab 3.2.6 and the integrated cardiac measurement package. Ventricular wall thickness at end-diastole was used to characterize RV and LV microanatomy while the change of right- or left-ventricular diameter length, respectively, from end-diastole to end-systole was used to judge contractility and calculate RV or LV fractional shortening (FS). Pulmonary artery hypertension was correlated as previously described utilizing the ratio of pulmonary artery acceleration over ejection time in the PW diagram [19]. Cardiac output was monitored using the integral of PA flow, PA diameter, and heart rate. Three consecutive cardiac cycles were used for every analysis.

### 2.14. Statistical Analysis

Statistical analyses were performed by applying GraphPad Prism (Ver 9.2, GraphPad Software, San Diego, CA, USA). If not stated otherwise, all results are expressed as mean ± SD. Outliers were identified by application of the Grubbs’ test with α set to 0.05. Differences among normally distributed values of two experimental groups were analyzed by unpaired Student’s *t*-test or one sample *t*-test if applicable. *p* < 0.05 was defined as statistically significant. Differences in one parameter between normally distributed values of three or more experimental groups were analyzed by one-way ANOVA followed by Šídák’s multiple comparisons test. *p* < 0.05 was considered statistically significant (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

## 3. Results

### 3.1. Hypoxia Triggers Nuclear Translocation of NFAT5 in Murine Vascular SMCs

Considering the relevance of NFAT5 for preserving cellular functions under environmental stress, we assumed that hypoxia may also trigger its expression and activity. In cultured murine vascular SMCs exposed to hypoxic conditions, *Nfat5* expression was stimulated within 24 h (Figure 1A). Nuclear translocation of NFAT5 is a prerequisite for its transcriptional activity and was assessed by applying capillary electrophoresis-based analyses of cytoplasmic and nuclear extracts from normoxia/hypoxia-exposed SMCs. Comparable with earlier analyses of SMCs exposed to biomechanical stress [12], hypoxia triggered nuclear accumulation of NFAT5 within 24 h (Figure 1B,C). The activity of NFAT5 was indirectly evidenced by exemplarily analyzing the expression of its transcriptional target *Ptgs2* [14,20]. Additionally, *Vegfa* expression was analyzed as a well-established hypoxia-triggered response that is controlled by HIF1α and was assumed to be independent of NFAT5. While expression of *Nfat5*, *Vegfa*, and *Ptgs2* was increased in SMCs upon exposure to hypoxia for 24 h, knockout of *Nfat5* inhibited *Ptgs2* but not *Vegfa* expression (Figure 1D,E, Figure S2). Corresponding analyses of murine pulmonary artery SMCs isolated from *Nfat5^fl/fl^* lungs (mpaSMCs, Figure S1) revealed comparable results (Figure 2). Considering these data, NFAT5 activity may influence early transcriptional responses of hypoxia-exposed vascular SMCs.

### 3.2. SMC-Specific Ablation of Nfat5 Stimulates the Expression of Genes Associated with Cellular Metabolism in the Hypoxic Lung

Hypoxia-sensitive responses of vascular SMCs are crucial for the proper physiological functioning of the lungs. Alveolar hypoxia induces constriction of pulmonary artery SMCs (paSMCs) to increase pulmonary vascular resistance while adjusting distribution of the blood for optimized oxygenation [21]. However, chronic generalized hypoxia additionally elevates pulmonary artery resistance by driving the muscularization of distal pulmonary arterioles thereby raising the afterload of the right ventricle. In this scenario, we studied the relevance of NFAT5 for the function of SMCs by applying a mouse model that allows for inducible and SMC-specific knockout of *Nfat5* (*Nfat5^(SMC)−/−^*) as introduced earlier [14,22].

Exposure to hypoxia for 3 to 7 days elevated the protein level of NFAT5 in paSMCs of control (*Nfat5^fl/fl^*) mouse lungs, which declined in *Nfat5^(SMC)−/−^* mice (Figure S4). Analyses of tissue lysates indicated a slight increase in NFAT5 protein abundance in hypoxic (7 d) *Nfat5^fl/fl^* but not *Nfat5^(SMC)−/−^* lungs (Figure 3A). Exposure of mice to hypoxia for 21 days did not much change the overall NFAT5 protein abundance (Figure 3A) that also showed no difference when comparing *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* lungs.

Based on these findings, we next analyzed changes in gene expression evoked by genetic ablation of NFAT5 in SMCs. To this end, whole genome microarray analyses were performed on RNA prepared from *Nfat5^fl/fl^* lungs after exposure to normoxia and hypoxia for 7 days (Figure S5A)—a time point at which paSMCs actively cover distal arterioles in this mouse model [5]. 

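RNA of 1 lung lobe from each of 8 *Nfat5 fl/fl* mice, in which an exon of *Nfat5* is flanked by loxP sites but not deleted, was hybridised to Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per mouse. Normoxic mice F, G, H and I were compared with mice A, B, C and D, which had been kept at 10% oxygen for 7 days. Each array measures the RNA of all cell types of the lobe together. The authors summarised the probes to log2 intensities with RMA and a custom chip definition (version 22) that assigns 1 probe set to each Entrez gene. They also applied quantile normalization, and the median log2 intensity lay between 4.17 and 4.20 on all 8 arrays. The background correction and the set of arrays that were normalized together are not given in the sources used here. From these log2 values, all 25428 probe sets were tested with limma, hypoxia minus normoxia, with Benjamini-Hochberg adjustment and without a filter on dim probe sets. Gene symbols were assigned to 25268 genes by Entrez ID. The number of arrays limits the precision. On simulated data for 4 against 4 mice, limma called 53% of 100 genes that differed by 1 on the log2 scale and 97% of 100 genes that differed by 2. Gene groups were described with 30 gene lists and 23 cell type marker lists, which were written from textbook knowledge before the data were examined. The KEGG sets of Figure 3B were not used here.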

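Elastin (*Eln*), the core protein of elastic fibres, had a log2 level of 7.76 ± 0.20 (SD, n = 4 mice) in normoxic and 9.99 ± 0.72 (SD, n = 4) in hypoxic lungs, a difference of 2.23 (standard error 0.30, adjusted p = 0.0551 from limma). It was 1 of the 5 genes with the smallest p among those with a higher mean in hypoxia. The others were the mitotic kinase *Aurka* (1.84, standard error 0.24), the mitotic cyclin *Ccnb2* (2.13, standard error 0.29), the neurotrophin receptor *Ntrk2* (2.25, standard error 0.28) and the transcriptional repressor *Bcl6b* (1.45, standard error 0.19), each with the same adjusted p. The 5 genes with the smallest p among those with a lower mean in hypoxia were *Fabp4*, a fatty acid-binding protein (-2.71, standard error 0.39), *Hamp*, which encodes the iron-regulating peptide hepcidin (-2.07, standard error 0.30), *Retn*, which encodes resistin (8.31 ± 0.71 in normoxia and 6.31 ± 0.48 in hypoxia), *Sln*, which encodes the calcium pump inhibitor sarcolipin (-1.89, standard error 0.31), and *Igfbp3* (-1.54, standard error 0.25). Their adjusted p lay between 0.0551 and 0.0751. *Fabp4* and *Retn* are also on the adipocyte marker list, and *Sln* is on the cardiac muscle marker list. All 4 hypoxic mice lay above, or for the lower genes below, all 4 normoxic mice for each of these 10 genes. No gene passed an adjusted p of 0.05 in limma, and the gene-wise test without moderation that the methods name also gave 0, while limma gave 53 genes without dim probe sets, 22 with array weights and 12 with an intensity trend and robust variance. At an unadjusted p under 0.05, limma gave 1359 higher and 802 lower genes, where chance gives about 1271 in all on average, and the unmoderated test gave 1270 and 735. Of the 35 splits of the 8 mice into equal groups, 7, the real one included, gave at least as many genes with limma. The count of 2161 in all therefore does not exclude chance, and it fell to 1335 without hypoxic mouse B. The groups were fully separated for 765 higher and 410 lower genes, or 4.62% of the probe sets, where chance gives 2.86% on average. Leaving out 1 mouse gave 23 genes past the adjusted threshold without normoxic mouse G, 14 without normoxic mouse H, 33 without hypoxic mouse C and 0 without any of the others.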

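As groups, genes of cell division, DNA replication and extracellular matrix were higher in hypoxic lungs by fgsea. Lower were genes of valine, leucine and isoleucine degradation, fatty acid degradation, and tryptophan, propanoate, pyruvate and citrate cycle metabolism. None of these calls held with a correlation between genes estimated from the arrays (camera, adjusted p from 0.131 to 0.233). Of 86 cell cycle genes, 33 were higher and 0 lower when adjusted over the list alone, with a median log2 difference of 0.43. Among them, the mitotic kinase *Plk1* differed by 1.80 (standard error 0.32, adjusted p = 0.0918 from limma) and the cyclin *Ccna2* by 1.77 (standard error 0.32). Of 35 DNA replication genes, 8 were higher and 0 lower when adjusted over the list alone (median 0.25). They included the helicase subunits *Mcm2* at 1.31 (standard error 0.26, adjusted p = 0.131) and *Mcm7* at 1.06 (standard error 0.21, adjusted p = 0.118), and the DNA ligase *Lig1* at 0.98 (standard error 0.20). Of 78 ECM-receptor interaction genes, 17 were higher and 1 lower on that adjustment (median 0.34), among them the matrix glycoprotein tenascin-C (*Tnc*) at 1.94 (standard error 0.33, adjusted p = 0.0751) and the basement membrane collagen *Col4a1* at 1.03 (standard error 0.16). Normalized enrichment scores (NES) from fgsea, over genes ranked by limma's moderated statistic, were 3.01 for cell cycle (adjusted p = 1.16e-21), 2.37 for DNA replication (adjusted p = 2.81e-07) and 2.83 for ECM-receptor interaction (adjusted p = 4.26e-16). With an estimated correlation, the adjusted p was 0.131 for cell cycle, 0.164 for DNA replication and 0.131 for ECM-receptor interaction. Markers of erythroid cells, whose precursors divide, were higher too by fgsea (23 genes, 0 past the adjustment over the list alone, median 0.13, NES 1.78, adjusted p = 0.00662, and adjusted p = 0.203 with an estimated correlation), with *Alas2*, which starts haem synthesis, at 0.64 (standard error 0.23).

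Of 38 genes of valine, leucine and isoleucine degradation, 4 were lower and 0 higher when adjusted over the list alone (median -0.27, NES -2.69, adjusted p = 1.99e-09, and adjusted p = 0.131 with an estimated correlation). The acyl-CoA dehydrogenase *Acadm* differed by -0.98 (standard error 0.21) and *Bckdhb*, a subunit of the branched-chain ketoacid dehydrogenase, by -0.83 (standard error 0.18). The counts were 4 lower and 0 higher of 30 propanoate metabolism genes (median -0.31, NES -2.41, adjusted p = 2.01e-06) and 4 lower and 0 higher of 34 pyruvate metabolism genes (median -0.23, NES -2.11, adjusted p = 0.000187). With an estimated correlation, the adjusted p was 0.131 for propanoate and 0.233 for pyruvate metabolism. Both lists hold *Acaca*, which makes malonyl-CoA (-1.07, standard error 0.25), and *Acss2*, which makes acetyl-CoA (-1.27, standard error 0.32). Of 29 citrate cycle genes, 2 were lower and 0 higher (median -0.37, NES -2.49, adjusted p = 2.37e-07, and adjusted p = 0.203 with an estimated correlation), with *Pdha1*, a subunit of pyruvate dehydrogenase, at -0.70 (standard error 0.18). Fatty acid degradation had 2 lower and 1 higher of 34 genes (median -0.27, NES -2.13, adjusted p = 0.000137), and tryptophan metabolism had 0 of 36 genes past the adjustment over the list (median -0.19, NES -2.10, adjusted p = 0.000267). With an estimated correlation, the adjusted p was 0.203 for fatty acid degradation and 0.174 for tryptophan metabolism. No member of these lists passed the adjustment over all probe sets in limma.

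In the same lungs, marker lists of adipocytes, heart muscle and skeletal muscle were lower by fgsea, and none of them with an estimated correlation (adjusted p = 0.151, 0.164 and 0.255). Of 30 adipocyte markers, 20 were lower and 0 higher when adjusted over the list alone (median -1.24, NES -3.14, adjusted p = 4.54e-18), including the lipogenic regulator *Thrsp* at -2.64 (standard error 0.49). Of 33 cardiac muscle markers, 12 were lower and 0 higher (median -0.55, NES -2.86, adjusted p = 7.44e-12), including the atrial peptide gene *Nppa* at -1.90 (standard error 0.35) and the phospholamban gene *Pln* at -1.02 (standard error 0.22). The 18 skeletal muscle markers had a median of -1.25 (NES -2.61, adjusted p = 1.15e-08) with 0 past the adjustment over the list, and their per-mouse score was 2.00 in normoxic mouse F, 1.82 in G, -0.93 in H and -0.44 in I (exact permutation p = 0.257 between the groups).

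**Figure D1:**
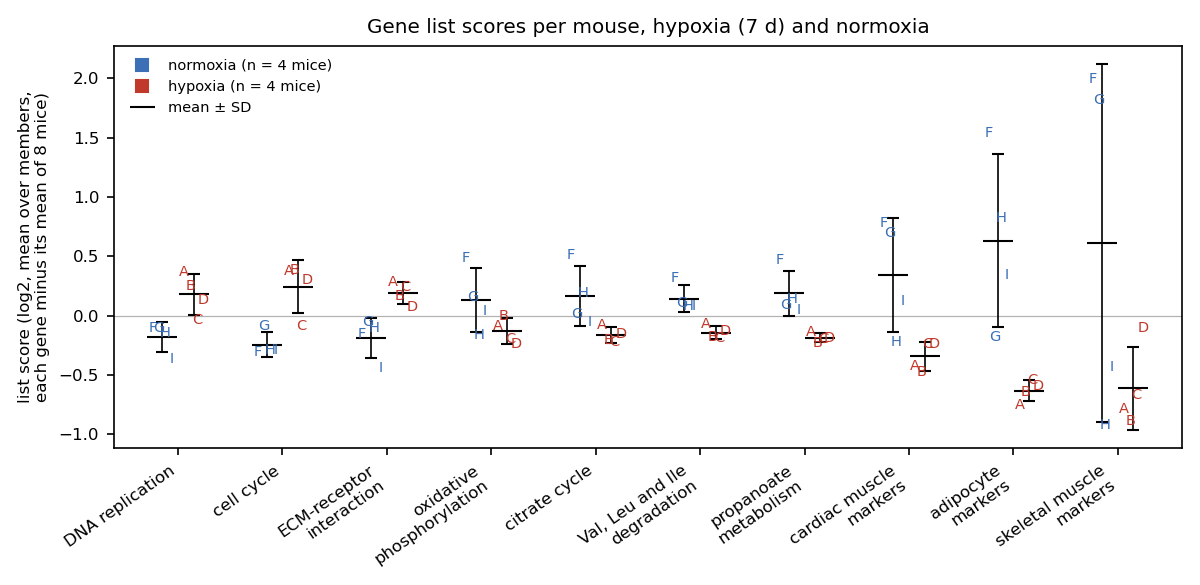
List score per mouse in log2 units (y axis, the mean over a list's members of each gene's value minus its mean over the 8 mice) for 10 gene and marker lists (x axis) in normoxic (blue) and hypoxic (red) lungs. Letters are mice, and bars give the mean ± SD of 4 mice. The adipocyte score was 1.54 in mouse F, 0.82 in H, 0.34 in I and -0.18 in G, and lay between -0.75 and -0.55 in the hypoxic mice.

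By exact permutation tests of the per-mouse scores, the groups were fully separated for the gene and marker lists named here except tryptophan metabolism, skeletal muscle and erythroid cells (p = 0.0286, the smallest that 4 mice against 4 allow, and 0.0841 after adjustment over 53 lists). Without the members that several gene lists share, the calls for fatty acid degradation (adjusted p = 0.0984), pyruvate (0.700) and tryptophan metabolism (0.0896) were lost, while citrate cycle and propanoate metabolism kept fewer than 10 such members and were not tested. With the cardiac and adipocyte scores as covariates, an alternative chosen after seeing the data, pyruvate (adjusted p = 0.0501), citrate cycle (0.0527), fatty acid degradation (0.196) and propanoate (0.948) turned towards higher without passing, tryptophan (0.404) and branched-chain amino acids (0.495) stayed lower without passing, skeletal muscle was higher (0.000163), and the erythroid call was lost (0.964). Both scores separate the groups fully, so this fit cannot tell them from hypoxia itself.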

Subsequent gene set enrichment analyses (GSEA) showed augmented expression of genes associated with extracellular matrix remodeling (ECM-receptor interaction) and cell proliferation (cell cycle, DNA replication) while metabolism-associated gene expression was downregulated at large (Figure 3B).

Additionally, we compared the transcriptome of lungs from *Nfat5^(SMC)−/−^* and *Nfat5^fl/fl^* mice, which had both been exposed to hypoxia for 7 days (Figure S5B,C). 

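In hypoxic against normoxic *Nfat5 fl/fl* lungs, *Hif1a* differed by -0.04 (standard error 0.23, adjusted p = 0.983 from limma) and its target *Vegfa* by -0.13 (standard error 0.19, adjusted p = 0.889). When each mouse was left out, *Hif1a* ranged from -0.24 to 0.14 and *Vegfa* from -0.26 to -0.03. Of 54 HIF-1 targets, 9 were higher and 0 lower when adjusted over the list alone, and 0 when adjusted over all probe sets. The median over the list was 0.07, and the set was higher by fgsea (NES 1.98, adjusted p = 0.000137). Among its members with the smallest p were *Ankrd37*, a hypoxia-induced gene of unclear function (1.67, standard error 0.28, adjusted p = 0.0751), the metalloproteinase inhibitor *Timp1* (1.16, standard error 0.23) and the collagen cross-linking enzyme *Lox* (0.83, standard error 0.18). The call for this list was lost with an estimated correlation (camera, adjusted p = 0.131) and without the members it shares with other gene lists (adjusted p = 0.258).

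Of 54 NF-kB targets, 0 passed the adjustment over the list alone or over all probe sets in limma, with 5 higher and 1 lower at an unadjusted p under 0.05 (median 0.04, NES 1.36, adjusted p = 0.102). The acute phase genes *Saa3* and *Lcn2* differed by 2.33 (standard error 0.62, adjusted p = 0.254) and 0.99 (standard error 0.29, adjusted p = 0.311), and the prostaglandin synthase *Ptgs2* by 0.18 (standard error 0.23, adjusted p = 0.874). With each mouse left out in turn, *Ptgs2* ranged from 0.01 to 0.35. Of 113 cytokines, chemokines and their receptors, only *Cxcl12* (0.97, standard error 0.17, adjusted p = 0.091) passed the adjustment over the list alone (list median -0.02, NES -0.784, adjusted p = 0.94). Of 52 genes of Toll-like receptor signalling, the lipopolysaccharide-binding protein *Lbp* was higher (0.84, standard error 0.19) and the costimulatory receptor *Cd86* lower (-0.75, standard error 0.18) when adjusted over the list alone. That list had a median of -0.03 and an NES of 0.837, which differ in sign (adjusted p = 0.755). Of 39 interferon response genes, 0 passed the adjustment over the list (median 0.10, NES 1.43, adjusted p = 0.0758), with 3 higher and 1 lower at an unadjusted p under 0.05. The NF-kB list passed the threshold without normoxic mouse F (adjusted p = 0.0281) and when genes were ranked by log2 difference (0.0367). The interferon list passed it without normoxic mouse F (0.0223), without normoxic mouse G (0.0406) and without hypoxic mouse C (0.00468).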

While none of the experimental conditions induced significant changes in inflammation-associated and HIF1α- as well as NFκB-controlled gene expression at the investigated time point, SMC-specific knockout of *Nfat5* led to a decline in transcripts encoding proteins regulating SMC contraction (Figure 3B). In line with the reported role of NFAT5 as a suppressor of gene expression related to thermogenesis [23] and peroxisome proliferator-activated receptors (PPAR) in adipocytes [24], transcript levels of corresponding gene sets were elevated (Figure 3B). Notably, metabolism- and especially OXPHOS-associated gene expression was increased at large in hypoxia-exposed lungs of *Nfat5^(SMC)−/−^* as compared to *Nfat5^fl/fl^* mice, which was corroborated by the accumulation of multiple partially tricarboxylic acid (TCA) cycle-associated metabolites as evidenced by gas chromatography-mass spectrometry-based analyses (Figure 3C).

Further expression analyses of individual genes in *Nfat5^fl/fl^* lungs revealed elevated levels of *Pdgfb* and SMC markers *Acta2* and *Tagln* in hypoxic versus normoxic *Nfat5^fl/fl^* lungs (Figure S6), which may be indicative of enhanced SMC coverage of smaller arteries [4]. None of these transcripts was affected by ablating *Nfat5* (Figure S6) suggesting that the level of arterial muscularization was unaltered in hypoxia-exposed *Nfat5^(SMC)−/−^* versus *Nfat5^fl/fl^* mice. 

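*Acta2* (probe set 11475_at), which encodes smooth muscle α-actin, had a log2 level of 9.09 ± 0.38 (SD, n = 4 mice) in normoxic and 9.78 ± 0.19 (SD, n = 4) in hypoxic lungs, a difference of 0.69 (standard error 0.20). Each hypoxic mouse was above each normoxic mouse (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). *Tagln* (21345_at), which encodes the actin-binding protein SM22α, was at 6.72 ± 0.36 and 7.33 ± 0.34, a difference of 0.61 (standard error 0.22, exact permutation p = 0.0571). *Pdgfb* (18591_at), which encodes a growth factor for smooth muscle cells and pericytes, was at 7.87 ± 0.16 and 8.38 ± 0.35, a difference of 0.51 (standard error 0.19, exact permutation p = 0.114). After adjustment over all probe sets, limma gave an adjusted p = 0.321 for *Acta2*, 0.450 for *Tagln* and 0.459 for *Pdgfb*, so that none passed the threshold. Of 27 smooth muscle contractile proteins, 7 were higher and 0 lower when adjusted over the list alone, with a median difference of 0.26 (NES 2.15, adjusted p = 0.0001 from fgsea). Beside *Acta2*, its members with the smallest p were the brain-type creatine kinase *Ckb* (0.94, standard error 0.25, adjusted p = 0.242) and the cytoskeletal adaptors *Tgfb1i1* (0.62, standard error 0.18, adjusted p = 0.321) and *Pdlim7* (0.77, standard error 0.23). The list's call was lost with an estimated correlation (camera, adjusted p = 0.229), and its per-mouse score of -0.13 ± 0.24 in normoxia and 0.13 ± 0.12 in hypoxia gave an exact permutation p = 0.114. From the higher *Pdgfb*, *Acta2* and *Tagln* levels, the paper proposes that the coverage of smaller arteries by smooth muscle cells may be enhanced.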

In fact, a detailed histological assessment of the pulmonary arteriolar SMC coverage displayed an increase in hypoxia-mediated SMC proliferation and coverage but did not reveal any significant difference when comparing *Nfat5^(SMC)−/−^* and *Nfat5^fl/fl^* mice (Figure 4, Figure S7). However, expression of genes encoding proteins that directly or indirectly influence SMC contraction (e.g., endothelin receptor type A (*Ednra*), phospholipase C beta 1 (*Plcb1*)) were downregulated in hypoxia-exposed *Nfat5^(SMC)−/−^* lungs (Figure S6).

Additional GSE analyses of whole genome microarray data obtained at a later time point (21 days hypoxia) showed only marginal alterations in gene expression when comparing *Nfat5^(SMC)−/−^* and *Nfat5^fl/fl^* lungs (data not shown), suggesting limited activity of NFAT5 in paSMCs during later stages of chronic hypoxia.

### 3.3. Loss of Nfat5 in SMCs Stimulates the Expression of OXPHOS-Associated Genes and Accumulation of Metabolites in the Lung

We ranked the rise in OXPHOS-associated gene expression in hypoxia-exposed *Nfat5^(SMC)−/−^* lungs and the dysregulation of metabolites as the most intriguing finding. 

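In hypoxic against normoxic *Nfat5 fl/fl* lungs, 64 of 78 genes of oxidative phosphorylation had a lower and 14 a higher mean, with a median log2 difference of -0.22. Set against all other genes, the list was lower by fgsea (NES -2.54, adjusted p = 1.4e-09). No member passed the adjustment over the list alone or over all probe sets in limma, and 15 were lower and 1 higher at an unadjusted p under 0.05. The members with the smallest p were *Cox8b*, a muscle and brown fat subunit of cytochrome c oxidase (-2.17, standard error 0.48, adjusted p = 0.164), the complex I subunits *Ndufab1* (-0.98, standard error 0.26, adjusted p = 0.253) and *Ndufs3* (-0.67, standard error 0.19, adjusted p = 0.283), and the catalytic subunit of complex II, *Sdha* (-0.82, standard error 0.22, adjusted p = 0.257). *Cox8b* is also on the cardiac muscle and adipocyte marker lists, which were lower in the same lungs. Its log2 level was 7.02 ± 1.26 (SD, n = 4 mice) in normoxia, with 8.73 in mouse F, and 4.85 ± 0.16 (SD, n = 4) in hypoxia. The list score was 0.48 in normoxic mouse F, 0.16 in G, -0.16 in H and 0.04 in I, and lay between -0.24 and 0.00 in the hypoxic mice (exact permutation p = 0.114). Without mouse F the list was still lower by fgsea (adjusted p = 0.000545). The call was lost with an estimated correlation (camera, adjusted p = 0.296). With the cardiac and adipocyte scores as covariates, an alternative chosen after seeing the data, the list was higher instead (adjusted p = 0.0023). These scores include *Cox8b* and separate the groups fully, so this fit cannot tell them from hypoxia itself.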

As all of these observations pointed towards a mitochondrial dysfunction, we were specifically interested in the upregulation of genes involved in the control of mitochondrial OXPHOS, which are usually downregulated under hypoxia in *Nfat5^fl/fl^* lungs (Figure 3B). To assess whether the observed transcriptomic changes may in fact originate from pulmonary artery SMCs, we investigated whether genetic ablation of *Nfat5* in isolated mpaSMCs alters the expression of genes related to mitochondrial OXPHOS functions. Subsequent expression profiling of cultured hypoxia-exposed mpaSMCs showed that loss of *Nfat5* elevates the level of transcripts encoding subunits of mitochondrial complex I (NADH dehydrogenase), complex II (succinate dehydrogenase), complex III (Ubiquinol-cytochrome C oxidoreductase), complex IV (cytochrome C oxidase), and complex V (ATP synthase) (Figure 5, left panel), which were for the most part also upregulated in the hypoxic *Nfat5^(SMC)−/−^* mouse lung (Figure 5, right panel).

### 3.4. Nfat5-Deficient mpaSMCs Promote Mitochondrial Oxygen Consumption and ROS Production under Hypoxic Conditions

Considering the expression pattern of metabolism- and mitochondrion-associated genes in hypoxic *Nfat5*-deficient mpaSMCs, we assumed that mitochondrial respiration is altered in these cells. To indirectly assess this parameter, we applied Seahorse-based analyses allowing automated measurement of the oxygen consumption rate (OCR) in real-time. Individual functional features of mitochondria (e.g., ATP synthase activity) were disabled by specific inhibitors (see Material and Methods for details) to allow the determination of baseline respiration, respiratory capacity, and ATP-linked respiration. Corresponding parameters were significantly increased in hypoxia- but not normoxia-exposed *Nfat5^−/−^* versus *Nfat5^fl/fl^* mpaSMCs (Figure 6A,B). In contrast, the extracellular acidification rate (ECAR)—a parameter assessing cellular glycolysis—decreased slightly but not significantly under these conditions (Figure S8).

Mitochondrial respiration is discussed as a major source of reactive oxygen species (ROS) in hypoxic cells [25] that is involved in the control of the sustained phase of hypoxic vasoconstriction [3]. Consequently, we investigated whether the observed amplification of mitochondrial respiration may lead to an increase in ROS production. Genetic ablation of *Nfat5* amplified the accumulation of ROS-sensitive fluorophores in the mitochondria of hypoxia-exposed mpaSMCs (Figure 6C, Figure S9). This effect was inhibited by the mitochondrion-targeting ROS scavenger MitoTEMPO [26] (Figure S10).

### 3.5. Right Ventricular Systolic Pressure (RVSP) Is Elevated in Hypoxia-Exposed Nfat5^(SMC)−/−^ Mice 

To investigate the impact of the phenotype of *Nfat5*-deficient mpaSMCs on the resistance of pulmonary arteries, we further assessed the right ventricular systolic pressure (RVSP; mean values determined for C57BL6/J (wild type) mice: ~22 mm Hg [27]) as a parameter that correlates to the resistance of pulmonary arteries. To closely mimic normoxic and hypoxic environmental conditions while assessing RVSP values, mice were exposed to 21% O_2_ and 10% O_2_ while being anesthetized_._ We initially investigated whether *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice show a spontaneous increase in RVSP in response to declining (21% → 10% O_2_) oxygen levels (acute HPV) but did not observe significant differences (Figure 7A,B). Subsequently, RVSP values were determined after exposing *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice to normoxia (21% O_2_) and hypoxia (10% O_2_) for 7 days. While all hypoxia-exposed mice showed elevated RVSP levels as compared to normoxia, SMC-specific loss of *Nfat5* significantly amplified the hypoxia-induced increase in RVSP (Figure 7C,D). This effect was observed under normoxic and hypoxic measurement conditions suggesting that it was independent of acute HPV responses to declining oxygen levels.

We assumed amplified mitochondrial ROS production in *Nfat5^(SMC)−/−^* pulmonary arteries as the primary cause of the observed increase in RVSP. Consequently, we tested whether mitochondrion-specific scavenging of ROS prevents out-of-proportion pulmonary hypertension in hypoxia-exposed *Nfat5^(SMC)−/−^* mice. To this end, hypoxia-exposed mice were treated with MitoTEMPO that normalized the RVSP values in *Nfat5^(SMC)−/−^* versus *Nfat5^fl/fl^* mice (Figure 7E).

### 3.6. Loss of NFAT5 in SMCs Impairs Right Heart Function in Hypoxia-Exposed Mice

We finally investigated whether the raise in RVSP in *Nfat5^(SMC)−/−^* mice after exposure to hypoxia for 7 days may influence right ventricular functions and morphometry in the long run. Thus, corresponding parameters were assessed after exposing mice to hypoxia for 21 days. Subsequent echocardiographic analyses revealed an unchanged output of the right ventricle (Figure 8A) but the pulmonary artery acceleration/ejection time (PAT/ET) ratio, as well as right ventricular fractional shortening (correlating with ventricular function), were significantly decreased in *Nfat5^(SMC)−/−^* mice after exposure to hypoxia (Figure 8B,C, Figure S11). Moreover, the thickness of the right ventricular wall and interventricular septum (Figure 8D,E) was increased in these mice while those parameters remained unaltered in the left ventricle (Figure S12A–C). Further echocardiographic analyses of the systolic/diastolic RV area revealed a dilatation of the RV in *Nfat5^(SMC)−/−^* mice that was accompanied by a significant drop in the RV fractional area change—a parameter that correlates with the ejection fraction (Figure S13). Interestingly, no difference in RVSP levels (Figure 8F) was observed when comparing *Nfat5^(SMC)−/−^* and *Nfat5^fl/fl^* mice after exposure to hypoxia for 21 days. SMC coverage of pulmonary arteries at this time point was comparable as well (Figure S14).

Collectively, our findings suggested that loss of *Nfat5* in paSMCs amplifies resistance of pulmonary arteries in the early phase of their hypoxia-triggered responses by promoting mitochondrial ROS production. In the long run, the exaggerated rise in afterload severely impaired right ventricular function and boosted hypertrophy and dilation of the right ventricle.

## 4. Discussion

Chronic exposure of mice to hypoxia serves as a well-characterized preclinical mouse model to elevate the resistance of pulmonary arteries that is caused by both arterial contraction and remodeling. Provided that the cardiac output remains stable, these responses increase pulmonary artery pressure and thus mimic some aspects of human pulmonary hypertension [28]. We have exploited this model to analyze the basic role of the transcription factor NFAT5 in controlling paSMC functions in the hypoxic lung by specifically ablating *Nfat5* in SMCs. While the systemic knockout of *Nfat5* in mice causes renal atrophy and early lethality [29], SMC-specific disruption of *Nfat5* in adult animals did not result in significant structural or functional phenotypic deficits including blood pressure, heart function, and structure of the vascular system as we previously described [14]. This suggests at least limited activity of NFAT5 in vascular SMCs under physiological conditions. Osmotic or biomechanical stress, however, rapidly elevates the cytoplasmic level of NFAT5 and induces its translocation into the nucleus [12,13]. This process appears to be dependent on several posttranslational modifications including the phosphorylation of NFAT5 by phospholipase Cγ1 upon exposure of cells to osmotic stress [30,31] or by the mitogen-activated (MAP) kinases JNK and c-Abl kinase in biomechanically stressed vascular SMCs [12,13]. Here, we identified hypoxia as a novel and relevant trigger for the expression, nuclear translocation, and activation of NFAT5 in vascular SMCs. While the specific context-dependent processing of NFAT5 preceding its transcriptional activity remains to be elucidated, it is likely related to the activity of JNK as it is stimulated by hypoxia in paSMCs [32]. In addition, palmitoylation of proteins—another modification of NFAT5 required to enter the nucleus [13]—was demonstrated in hypoxia-exposed pulmonary arteries [33].

Concerning its functional features, NFAT5 was originally described as an osmoprotective transcription factor [30] that appears to control the expression of different gene sets in a context-, cell-, and time-dependent manner [34]. For instance, NFAT5 regulates the expression of TNFα in osmotically stressed T-cells [35] and enhances the transcriptional function of NFκB in LPS-stimulated cells [36]. Our results, however, did not indicate that loss of *Nfat5* in SMCs affects NFκB-dependent gene expression in the hypoxic lung. Likewise, the *Nfat5*-regulated expression of cytokines as reported for mesothelial cells and macrophages [15,37] was not reflected by our transcriptome analyses. Moreover, prototypic SMC markers (e.g., *Myh11, Tagln, Acta2*) were not altered as was reported for angiotensin II-stimulated vascular SMCs [10]. In contrast, genes encoding proteins that regulate SMC contraction (e.g., *Plcb1, Gucy1b, Rock1/2, Prkg1*) showed diminished expression in hypoxia-exposed *Nfat5^(SMC)−/−^* mice. However, considering the elevated RVSP in hypoxia-exposed *Nfat5^(SMC)−/−^* mice indicating an increase in pulmonary artery resistance, this is likely to represent a secondary transcriptional response intended to dampen a pathological level of paSMC contraction rather than a cause.

Among other observations, the most intriguing result of this study is by far the massive shift in the expression of genes attributed to cellular metabolism in hypoxic lungs of *Nfat5^(SMC)−/−^* mice. Especially, genes attributed to mitochondrial respiration or OXPHOS were transcribed in lungs of *Nfat5^(SMC)−/−^* mice or *Nfat5^−/−^* mpaSMCs while being exposed to hypoxia. In line with these observations, oxygen consumption of *Nfat5^−/−^* mpaSMCs is elevated under hypoxic conditions. At the same time, the unusual accumulation of several metabolites may indicate defective or ineffective processing of substrates and/or overload of metabolic pathways, whose efficacy is limited under oxygen deprivation.

However, the mechanism by which NFAT5 directly or indirectly restricts the expression of a broad range of genes remains unclear. In fact, dependent on cell type and environmental condition, NFAT5 may adjust gene expression by at least three different modes including (i) direct stimulation of target gene transcription [38], (ii) enhancement of gene expression by forming enhanceosomes with other transcription factors [36], and (iii) suppression of gene expression by recruitment of the DNA methylase DNMT1 to the promoter of target genes [23]. Moreover, NFAT5 has been shown to epigenetically suppress the peroxisome proliferator-activated receptor gamma (PPARγ) [24], which controls several levels of nutrient and energy metabolism [39]. In fact, our transcriptome data acquired from the lungs of hypoxia-exposed *Nfat5^(SMC)−/−^* mice indicates that PPAR-dependent gene expression, as well as gene sets involved in the control of associated cellular functions (e.g., lipid/glucose metabolism), were upregulated. However, PPAR-mediated responses alone may not explain the observed effects, as treatment of hypoxia-exposed mice with the PPARγ agonist rosiglitazone attenuates rather than promotes the increase in pulmonary artery pressure and right ventricular hypertrophy [40]. While we identified several other metabolism-associated genes whose expression were up- or downregulated in hypoxic *Nfat5^−/−^* mpaSMCs (e.g., *Ucp1* and *Ldha,* data not shown) their individual functional impact could not be attributed to the observed paSMC phenotype. Likewise, elevated transcript levels of metabolism-associated genes may constitute a response to multiple metabolic deficits rather than a primary cause of the improved mitochondrial respiration.

In general, our study identifies NFAT5 as a transcriptional determinant that is required to restrict several instances of energy metabolism-associated gene expression rather than a specific metabolic feature during the adjustment of paSMCs to hypoxia. This feature of NFAT5 appears to be required to attenuate mitochondrial respiration in hypoxic *Nfat5^−/−^* mpaSMCs and to avoid amplified production of ROS. In paSMCs, mitochondrion-derived ROS are thought to influence ion channel activation, consecutively increasing the intracellular calcium level, cellular contraction, and thus hypoxic pulmonary vasoconstriction (HPV) [1,41]. Indeed mitochondrion-targeting ROS scavengers such as MitoTEMPO were reported to attenuate pulmonary artery resistance in animal models of chronic hypoxia [42,43]. In this context, our results suggest that baseline constriction, as well as acute constriction of pulmonary arteries in response to declining oxygen levels, is not altered in *Nfat5^(SMC)−/−^* versus *Nfat5^fl/fl^* mice. NFAT5 is therefore dispensable for maintaining the sensitivity or acute responsiveness of paSMCs to hypoxia, which corresponds to the almost unaltered respiration and ROS generation of *Nfat5*-deficient paSMCs observed in a normoxic environment.

However, chronic hypoxia stimulated NFAT5 activity that is indispensable for restricting pulmonary artery resistance as RVSP values increased upon loss of *Nfat5* within 7 days in *Nfat5^(SMC)−/−^* versus *Nfat5^fl/fl^* mice. We consider this mechanism dependent on mitochondrial ROS as acute administration of MitoTEMPO normalized the RVSP in hypoxia-exposed *Nfat5^(SMC)−/−^* mice. Notably, the applied concentration of MitoTEMPO effectively neutralized the increment in RVSP evoked by SMC-specific ablation of *Nfat5.* Although, in principle, augmented muscularization of small pulmonary arteries may also elevate the level of vascular resistance and RVSP values, this type of structural remodeling was not affected by loss of *Nfat5*—neither in mice exposed to hypoxia for 7 days nor 21 days. Surprisingly, RVSP values showed no difference between *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice at the latter time point while the right ventricle function of *Nfat5^(SMC)−/−^* mice was severely impaired as indicated by a decrease in fractional shortening, fractional area change, and pulmonary acceleration/ejection time ratio (PAT/ET). In fact, lower PAT/ET values are usually correlated with increased RVSP values [19]. However, both the reduction in RV fractional shortening and factional area change suggest a decline in the RV ejection fraction that may influence PAT and RVSP values under these conditions. Moreover, a comparison of the RV areas after exposure to hypoxia for 21 days indicates a remarkable dilation in *Nfat5^(SMC)−/−^* mice while the RV area in *Nfat5^fl/fl^* mice shows an opposite trend. Collectively, these findings point to a severely impaired heart function that rapidly develops within the early phase of chronic hypoxia in *Nfat5^(SMC)−/−^* but not *Nfat5^fl/fl^* mice.

In conclusion, there is a growing body of evidence highlighting the relevance of adequate metabolic responses of paSMCs to hypoxia for controlling the resistance and remodeling of pulmonary arteries. In this context, our study suggests that adjustment of the paSMC OXPHOS-related metabolism is required to maintain a tolerable arterial resistance level in response to hypoxia. To this end, the hypoxic environment stimulates activation of NFAT5 to restrict metabolism-associated gene expression. This suppressive function of NFAT5 appears to be relevant during the early phase of hypoxia responses and limits mitochondrial ROS production and augmentation of pulmonary artery resistance. As such, this mechanism exerts important cardioprotective effects by preventing a detrimental rise in right ventricular afterload.

## Figures and Tables

**Figure 1:**
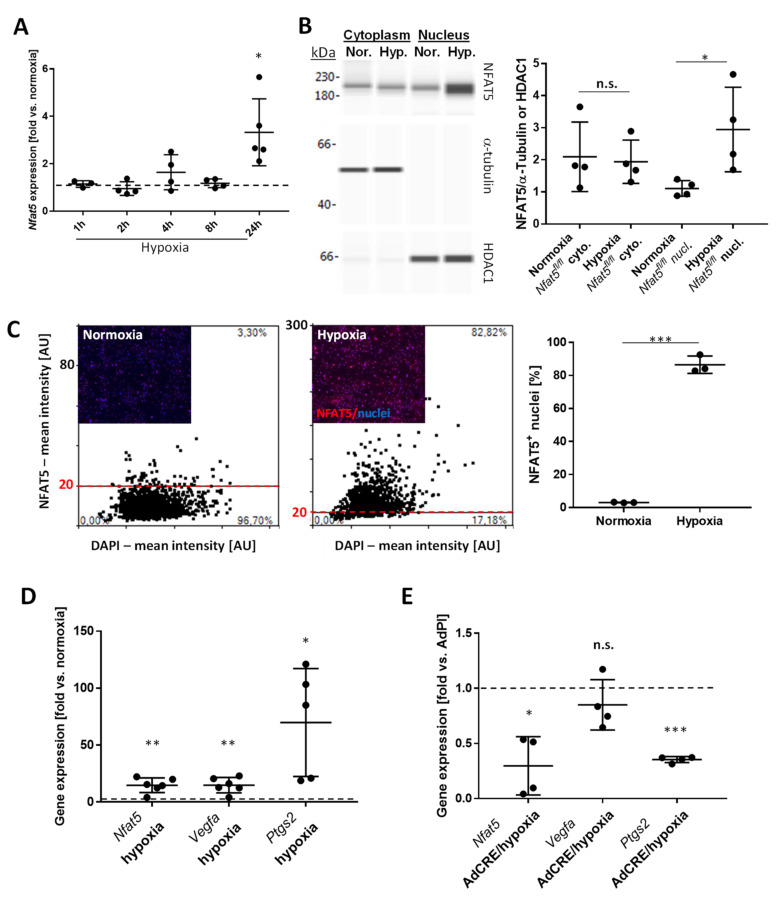
*Nfat5* expression in mouse vascular SMCs. (**A**) Murine aortic SMCs (maoSMCs) from *Nfat5^fl/fl^* mice were exposed to hypoxia for the indicated periods. The mRNA expression of *Nfat5* was analyzed by qPCR with *Actb* as reference (* *p* < 0.05 vs. normoxia (set to 1: dashed line), one-sample *t*-test, *n* = 4–5). (**B**) Capillary electrophoresis of cytoplasmic and nuclear protein fractions of maoSMCs exposed to normoxia or hypoxia (24 h) and immunodetection of NFAT5 (not significant (n.s.) vs. cytoplasm/normoxia, * *p* < 0.05 vs. nucleus/normoxia, *n* = 4). (**C**) Immunofluorescence-based detection of NFAT5 ((**C**), red fluorescence) and automated assessment (threshold level was set to 20, dashed red line) of the percentage of NFAT5-positive nuclei in maoSMCs after exposure to hypoxia for 24 h (*** *p* < 0.001 vs. normoxia, *n* = 3). (**D**,**E**) qPCR-based analysis of *Nfat5, Vegfa,* and *Ptgs2* mRNA expression in maoSMCs exposed to normoxia or hypoxia for 24 h ((**D**), * *p* < 0.05, ** *p* < 0.01 vs. normoxia (set to 1: dashed line), *n* = 5–6) as well as after genetic ablation of *Nfat5* (AdCRE, AdPl treatment served as control) and exposure to hypoxia for 24 h ((**E**, * *p* < 0.05, *** *p* < 0.001, n.s. vs. AdPl/hypoxia (set to 1: dashed line), *n* = 4).

**Figure 2:**
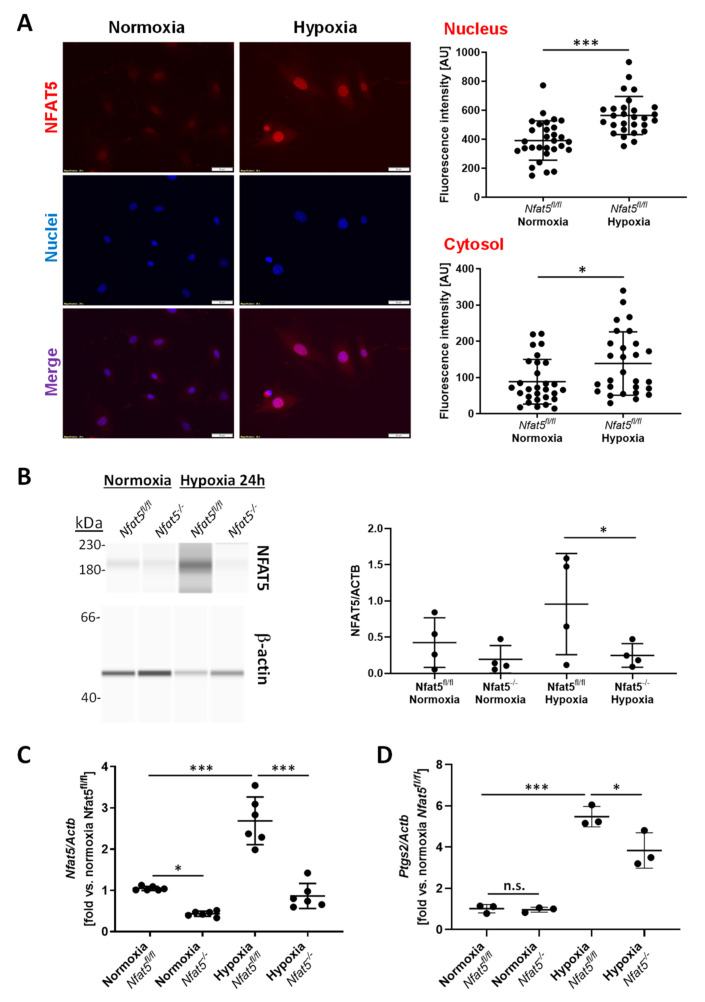
*Nfat5* expression in mouse pulmonary artery SMCs. Murine pulmonary artery SMCs (mpaSMCs) from *Nfat5^fl/fl^* mice were exposed to normoxia or hypoxia for 24 h. (**A**) Immunofluorescence-based detection of NFAT5 (red fluorescence) and assessment of cytosolic and nuclear fluorescence intensity (* *p* < 0.05, *** *p* < 0.001 vs. normoxia, the results of 19–20 randomly selected regions of interest (ROI) from one experiment are shown, scale bar: 50 µm). (**B**) Immunodetection of NFAT5 in lysates of mpaSMCs treated with AdCRE adenovirus to knockout *Nfat5* (*Nfat5^−/−^*) or AdPl adenovirus as a control (*Nfat5^fl/fl^*) after capillary electrophoresis. β-actin served as the loading reference (*p < 0.05 as indicated, *n* = 4). (**C**,**D**) mRNA expression of *Nfat5* and *Ptgs2* was analyzed by qPCR in normoxia- and hypoxia-exposed *Nfat5^−/−^* and *Nfat5^fl/fl^* with *Actb* as reference (* *p* < 0.05, *** *p* < 0.001 as indicated, n.s.—not significant, *n* = 3–6).

**Figure 3:**
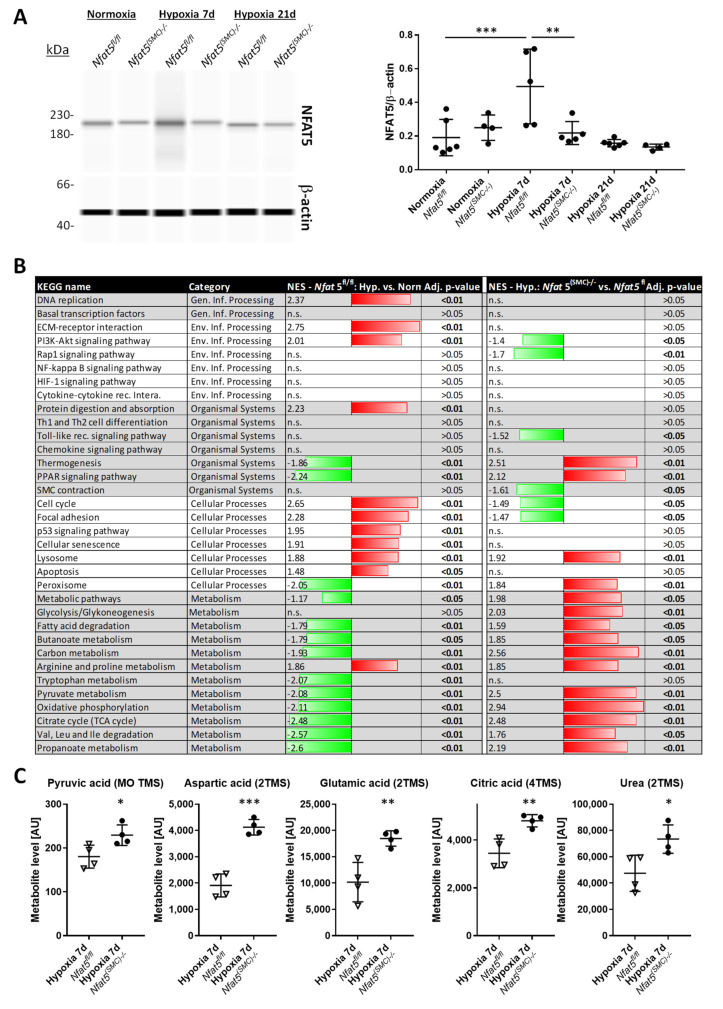
Gene set enrichment and metabolome analysis of *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* lungs exposed to normoxia/hypoxia for 7 days. (**A**) Capillary electrophoresis and immunodetection of NFAT5 in lysates of lung lobes from *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice after exposure to normoxia or hypoxia for 7 d (** *p* < 0.01, *** < 0.001 as indicated, *n* = 4–5, b-actin served as the loading reference). (**B**) RNA was isolated from lung lobes of *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice exposed to normoxia/hypoxia for 7 d and analyzed by applying a whole genome microarray and gene set enrichment analysis (GSEA) according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. The left panel lists significantly regulated gene sets (downregulated: green, upregulated: red) when comparing the normalized enrichment scores (NES) of the hypoxia (7 d)/*Nfat5^fl/fl^* and the corresponding normoxia/*Nfat5^fl/fl^* group (left panel, *n* = 4, adj *p*-value—adjusted *p*-value, n.s.—not significant). The right panel shows the comparison of hypoxia-exposed *Nfat5^(SMC)−/−^* and *Nfat5^fl/fl^* mice (*n* = 3). (**C**) Significantly regulated metabolites in lysates of lungs from hypoxia-exposed (7 d) *Nfat5^(SMC)−/−^* and *Nfat5^fl/fl^* mice were detected by gas chromatography/mass spectrometry (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. *Nfat5^fl/fl^*, *n* = 4).

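The other functions of the left panel were described with lists of the same or a close name. Of 54 PPAR targets, which serve lipid uptake and storage, 16 were lower and 2 higher when adjusted over the list alone (median -0.20, NES -2.61, adjusted p = 3.89e-09 from fgsea, and adjusted p = 0.190 with an estimated correlation by camera). The receptor *Pparg* differed by -0.99 (standard error 0.23, adjusted p = 0.176 from limma) and the acyl-CoA-binding protein *Dbi* by -0.87 (standard error 0.19, adjusted p = 0.160). The list shares *Fabp4*, *Adipoq* and other members with the adipocyte markers, which were lower in the same lungs. The 57 peroxisome genes were lower as a set (median -0.16, NES -2.30, adjusted p = 2.01e-06, and adjusted p = 0.131 with an estimated correlation) with 0 past the adjustment over the list. Among them were the epoxide hydrolase *Ephx2* (-1.20, standard error 0.29) and *Phyh*, which starts the breakdown of phytanic acid (-0.66, standard error 0.17). The 68 lysosome genes were higher as a set (median 0.16, NES 1.99, adjusted p = 5.94e-05, and adjusted p = 0.237 with an estimated correlation), also with 0 past the adjustment over the list, among them the sulfatase *Galns* (0.86, standard error 0.26) and cathepsin H, *Ctsh* (0.46, standard error 0.18).

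Of 48 p53 targets, 9 were higher and 1 lower when adjusted over the list alone (median 0.08, NES 1.91, adjusted p = 0.000599, and adjusted p = 0.164 with an estimated correlation). The mitotic gene *Cdk1* (1.72, standard error 0.32, adjusted p = 0.0952), which is also on the cell cycle list, was among the higher ones. The 1 lower member was *Igfbp3* (-1.54). Of 29 genes of senescence-associated secretion, 5 were higher and 1, again *Igfbp3*, lower (median 0.22, NES 1.85, adjusted p = 0.00319, and adjusted p = 0.156 with an estimated correlation). Among the higher ones were the insulin-like growth factor-binding protein *Igfbp2* at 1.16 (standard error 0.22) and the protease inhibitor *Serpine2* at 0.88 (standard error 0.19). Of 35 arginine and proline metabolism genes, 3 were higher and 0 lower (median 0.10, NES 1.70, adjusted p = 0.0108, and adjusted p = 0.190 with an estimated correlation). The 3 were the creatine kinase *Ckb* and the nitric oxide synthases *Nos2* and *Nos3*, with *Nos3* at 0.67 (standard error 0.18), while the prolyl hydroxylase *P4ha2*, at 0.80 (standard error 0.24), did not pass. Of 46 apoptosis genes, only *Birc5*, an inhibitor of cell death that also acts in mitosis, passed the adjustment over the list (1.22, standard error 0.22). The median of that list was -0.06 while its NES was 1.52 (adjusted p = 0.0375, and adjusted p = 0.864 with an estimated correlation). The 33 glycolysis genes did not pass (median 0.07, NES 1.29, adjusted p = 0.159), with the lactate dehydrogenase *Ldha* at 0.55 (standard error 0.24), the hexokinase *Hk2* at -0.70 (standard error 0.29) and the regulatory enzyme *Pfkfb3* at -0.61 (standard error 0.22). Nor did the 61 regulators of smooth muscle contraction (median 0.02, NES 0.934, adjusted p = 0.611), with the endothelin receptor *Ednrb* at -1.06 (standard error 0.25) and the guanylate cyclase subunit *Gucy1b1* at 0.23 (standard error 0.25). When each mouse was left out, *Ldha* ranged from 0.35 to 0.74 and *Hk2* from -0.91 to -0.40. *Pfkfb3* ranged from -0.81 to -0.43, *Ednrb* from -1.23 to -0.88 and *Gucy1b1* from 0.03 to 0.43. Without shared members the calls for p53 (adjusted p = 0.302), arginine and proline (0.303) and apoptosis (0.302) were lost, as were arginine and proline without normoxic mouse H (0.0713) or dim probe sets (0.0510) and apoptosis without any of 7 of the 8 mice (up to 0.288), without dim probe sets (0.327) or ranked by log2 difference (0.195), while glycolysis passed without normoxic mouse F (0.0322). With the cardiac and adipocyte scores as covariates, chosen after seeing the data, PPAR targets (0.234) and apoptosis (0.290) turned direction without passing, peroxisome (0.240) and p53 (0.241) no longer passed, and glycolysis (higher, 0.00216) and the regulators of contraction (lower, 0.00878) did. Both scores separate the groups fully, so this fit cannot tell them from hypoxia itself.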

**Figure 4:**
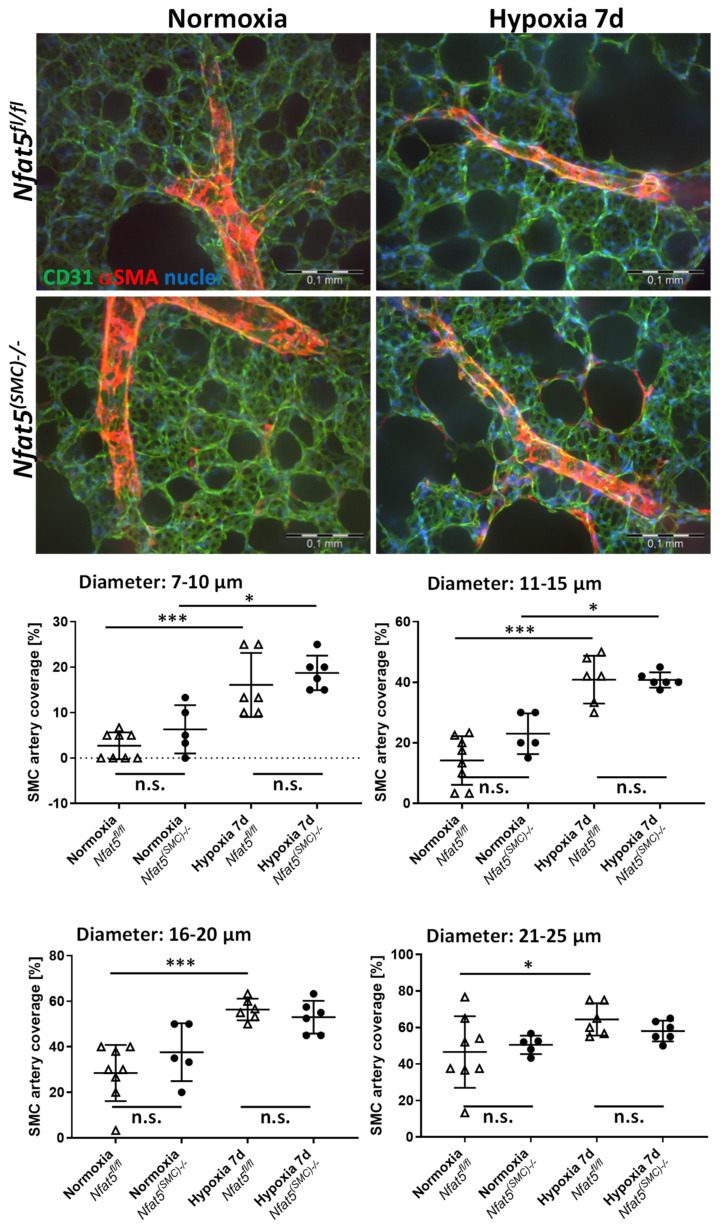
Immunofluorescence-based analysis of SMC coverage of pulmonary arteries. Vibratome sections of lungs from hypoxia/normoxia-exposed *Nfat5^(SMC)−/−^* and *Nfat5^fl/fl^* mice were processed to detect CD31 (green) and αSMA (red) by immunofluorescence-based techniques (scale bars: 100 µm). Image stacks of confocal images were morphometrically evaluated to determine the coverage of arterial segments with different caliber comprising the following groups: 7–10 µm, 11–15 µm, 16–20 µm, and 21–25 µm (n.s.—not significant, * *p* < 0.05, *** *p* < 0.001 as indicated, *n* = 5–10).

**Figure 5:**
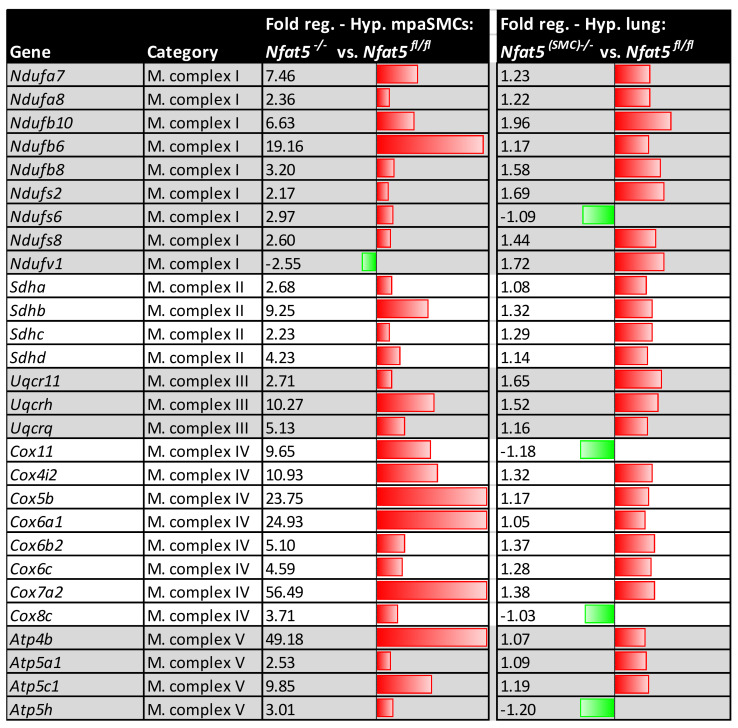
Analysis of the OXPHOS-dependent gene expression. Results of a qPCR screening (RT^2^ profiler PCR array, Mitochondrial Energy Metabolism PAMM-008ZR, Qiagen) of mpaSMCs, which were treated with adenoviral vectors (AdCRE) to knockout *Nfat5* (*Nfat5^−/−^)* or AdPl vectors as control (*Nfat5^fl/fl^*) and exposed to hypoxia for 24 h (left panel). The expression regulation of corresponding genes in hypoxic lungs (7 d) of *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice is shown in the right panel (FR—fold regulation, at least two-fold regulated genes are shown in the left panel, upregulated: red, downregulated: green).

**Figure 6:**
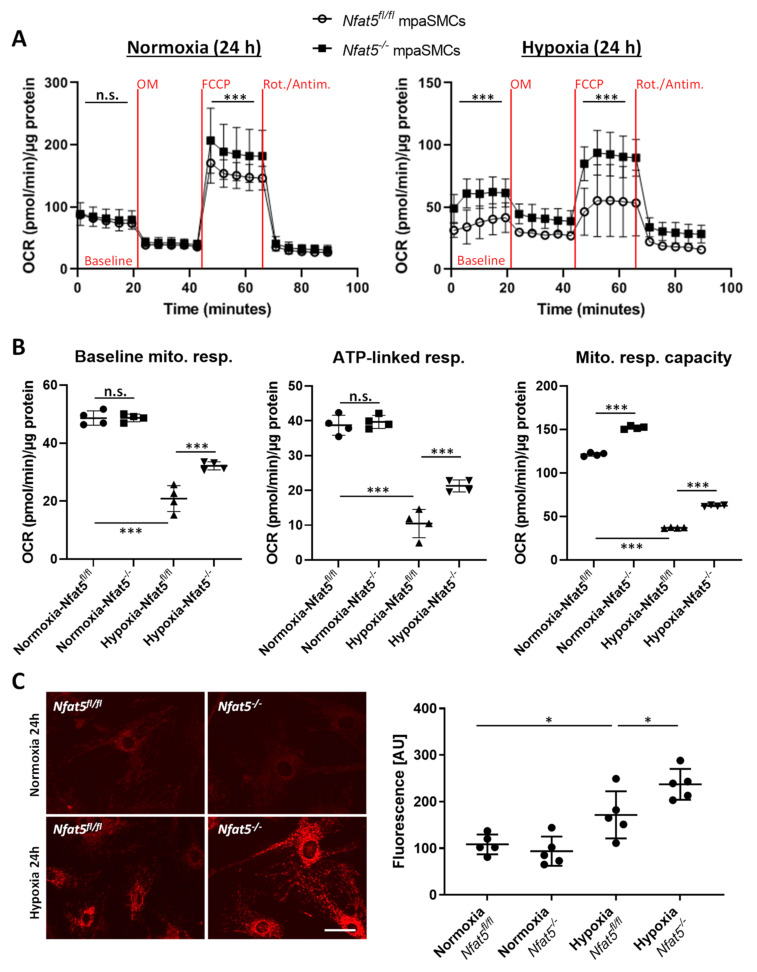
Functional analysis of hypoxia-exposed mpaSMCs. Mitochondrial respiration was assessed by analysis of the oxygen consumption rate (OCR) using a Seahorse XF analyzer. mpaSMCs were treated with an adeno-associated virus to overexpress CRE recombinase (*Nfat5^−/−^*) or GFP (*Nfat5^fl/fl^*) and exposed to normoxia/hypoxia for 24 h prior to the analysis. (**A**) OCR was assessed while treating the cells with oligomycin (OM, complex V inhibitor), FCCP (protonophore), and rotenone/antimycin A (Rot/Antim., complex I/III inhibitors) and normalized to the total cellular protein per sample (*** *p* < 0.001 vs. *Nfat5^fl/fl^*, 2-way ANOVA Šídák’s multiple comparisons test, three replicates were performed for each sample, note that some error bars were smaller than symbols, see Figure S8 for further results. (**B**) Results for baseline respiration, ATP-linked respiration, and maximal mitochondrial respiratory capacity (*** *p* < 0.001 as indicated). (**C**) Mitochondrial ROS production was assessed by recording the fluorescence intensity of a ROS-sensitive mitochondrion-selective probe (red) in *Nfat5*-deficient (*Nfat5^−/−^)* or control (*Nfat5^fl/fl^*) mpaSMCs, exposed to hypoxia for 24 h (* *p* < 0.05 as indicated, one out of three experiments performed in pentaplicate, scale bar: 50 µm).

**Figure 7:**
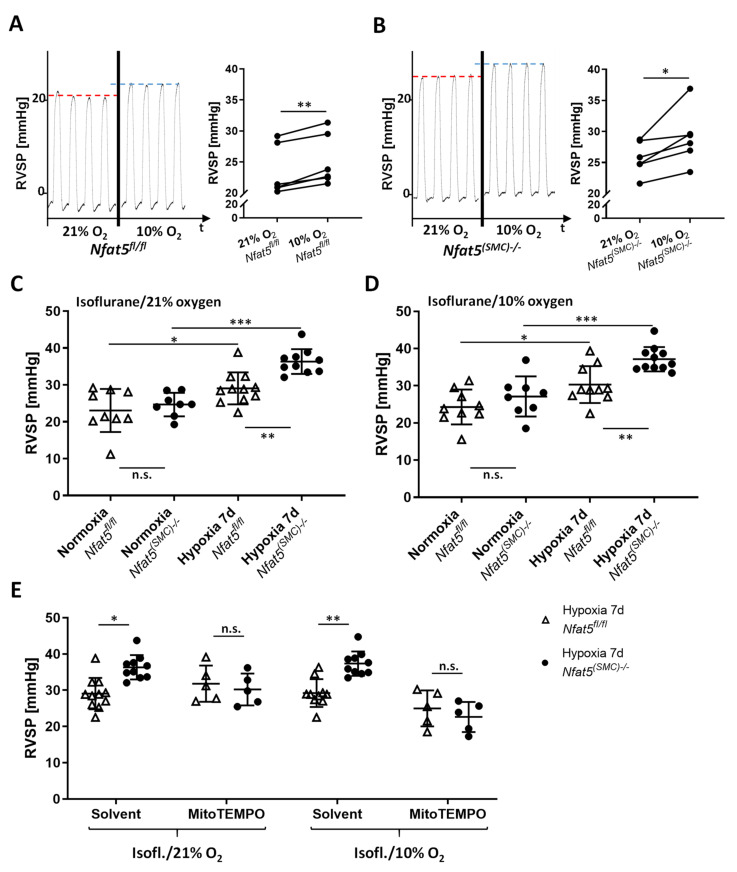
Right ventricular systolic pressure (RVSP) in *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice. (**A**,**B**) The right ventricular systolic pressure (RVSP) was determined in anesthetized mice and was increased while decreasing the oxygen concentration of the isoflurane/oxygen mixture (recording of normoxia-exposed *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice, respectively, * *p* < 0.05, ** *p* < 0.001 as indicated, *n* = 5). (**C**,**D**) RVSP values of normoxia/hypoxia (7 d)-exposed *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice anesthetized with isoflurane/21% oxygen and isoflurane/10% oxygen (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 as indicated, *n* = 6–13). (**E**) RVSP was determined in anesthetized (isoflurane/21% or isoflurane/10% oxygen) mice after their exposure to hypoxia for 7 d right after treatment with the mitochondrial ROS scavenger MitoTEMPO (* *p* < 0.05, ** *p* < 0.01, not significant (n.s.) as indicated, *n* = 5–10).

**Figure 8:**
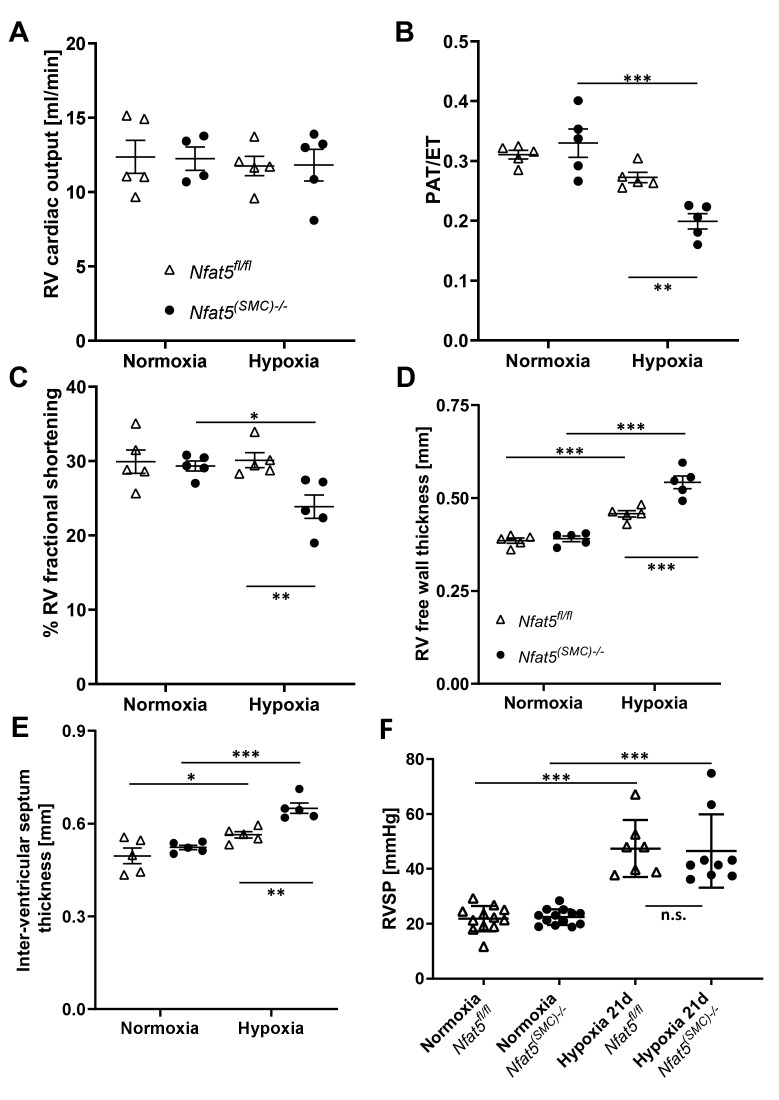
Echocardiographic analysis of functional and structural heart parameters. (**A**–**C**) Echocardiographic analysis of (**A**) right ventricular (RV) cardiac output, (**B**) pulmonary acceleration/ejection time ratio (PAT/ET, correlates inversely with the pulmonary artery resistance), and (**C**) RV systolic fractional shortening (indicates the right ventricular function) of *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice exposed to normoxia or hypoxia for 21 d (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 as indicated, *n* = 4–5). Data are shown as mean ± SEM. (**D**,**E**) Echocardiographic analysis of structural parameters of the right ventricle (RV) of *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice exposed to normoxia or hypoxia for 21 d (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 as indicated, *n* = 5). (**F**) RVSP was determined in anesthetized *Nfat5^fl/fl^* and *Nfat5^(SMC)−/−^* mice after exposure to normoxia/hypoxia for 21 days (*** *p* < 0.001, not significant (n.s.) as indicated, *n* = 7–13).

## Data Availability

The whole genome microarray data has been submitted to the Gene Expression Omnibus (GEO) repository. The records are available under GEO accession number GSE178468 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178468 (accessed on 15 November 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10123293/s1, Figure S1: Culture of mpaSMCs, Figure S2: Immunodetection of NFAT5 in AdPl/AdCRE-treated SMCs, Figure S3: Immunofluorescence-based analyses of mitochondria, Figure S4: Immunofluorescence-based detection of NFAT5 in mouse lungs, Figure S5: Principal component analyses of lung RNA samples, Figure S6: Expression of SMC marker genes in hypoxic mouse lungs, Figure S7: Analysis of mpaSMC proliferation in hypoxic mouse lungs, Figure S8: Seahorse-based analysis of the ECAR of mpaSMCs, Figure S9: ROS detection in hypoxia-exposed mpaSMCs, Figure S10: Scavenging of ROS in hypoxic mpaSMCs by MitoTEMPO, Figure S11: Echocardiographic assessment of PAT and ET values, Figure S12: Echocardiographic structural and functional analysis of the left ventricle, Figure S13: Echocardiographic results showing RV area changes, Figure S14: Analysis of the arterial SMC coverage in hypoxic mouse lungs after 21 days.

## Abbreviations

αSMA	α-smooth muscle actin
ECs	Endothelial cells
ECAR	Extracellular acidification rate
ECM	Extracellular matrix
HIF1A	hypoxia inducible factor 1 alpha
HPV	Hypoxic vasoconstriction
JNK	c-Jun-N-terminal kinase
paSMCs	Pulmonary artery smooth muscle cells
KEGG	Kyoto Encyclopedia of Genes and Genomes
KLF4	Krüppel-like factor 4
MAPK	Mitogen activated protein kinase
NFAT5	Nuclear factor of activated T-cells 5 (TonEBP)
OCR	Oxygen consumption rate
OXPHOS	Oxidative phosphorylation
PDGFB	Platelet derived growth factor subunit B
RVSP	Right ventricular systolic pressure
SMCs	Smooth muscle cells
TCA	Tricarboxylic acid

# Supplementary material for: NFAT5/TonEBP Limits Pulmonary Vascular Resistance in the Hypoxic Lung by Controlling Mitochondrial Reactive Oxygen Species Generation in Arterial Smooth Muscle Cells
**Source:** Cells. 2021 Nov 24;10(12):3293. doi: 10.3390/cells10123293
**Supplement:** Supplementary file 1

Supplement 1

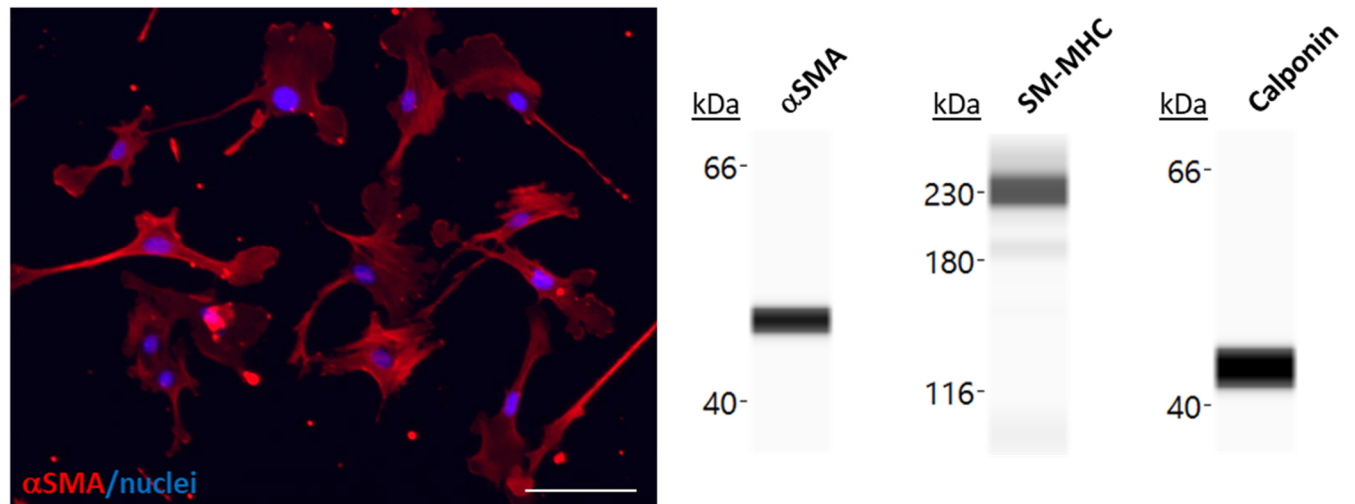

Murine pulmonary artery smooth muscle cells (mpaSMCs) were cultured and SMC markers (α SMA, SM-MHC, calponin) were detected by immunofluorescence-based techniques (α SMA - red fluorescence, top image, scale bar: 100 μ m) or immunodetection in lysates after capillary electrophoresis (lower panel).

Supplement 2

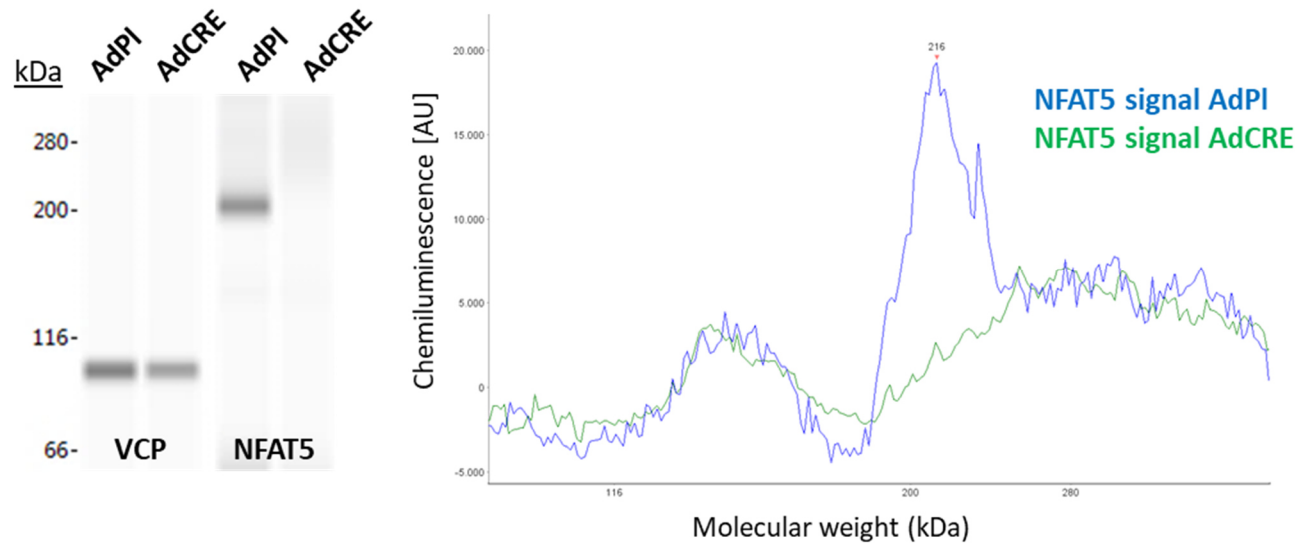

Capillary electrophoresis-based immunodetection of NFAT5 in lysates of maoSMCs treated with AdCRE adenovirus to genetically ablate *Nfat5* (*Nfat5*^{-/-}) or AdPI adenovirus as a control (*Nfat5*^{fl/fl}). VCP (valosin containing protein) served as loading reference. The right panel shows the corresponding signal peaks detected by the analysis software.

Supplement 3

A

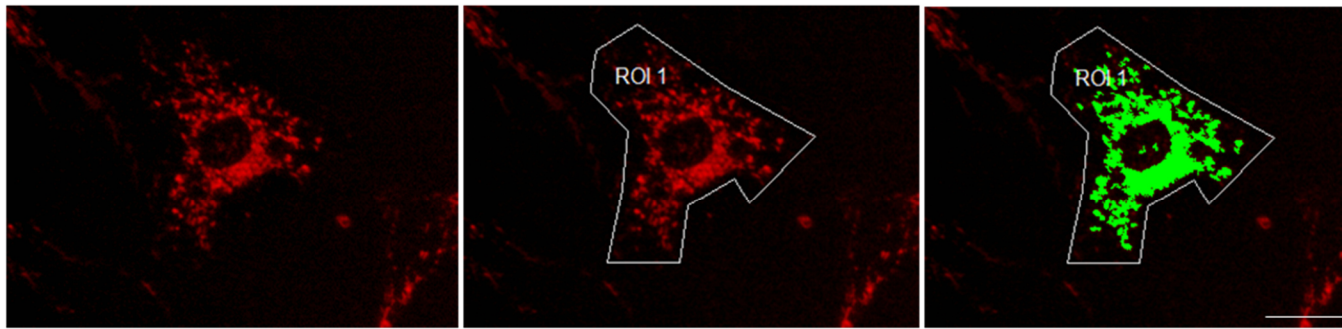

B

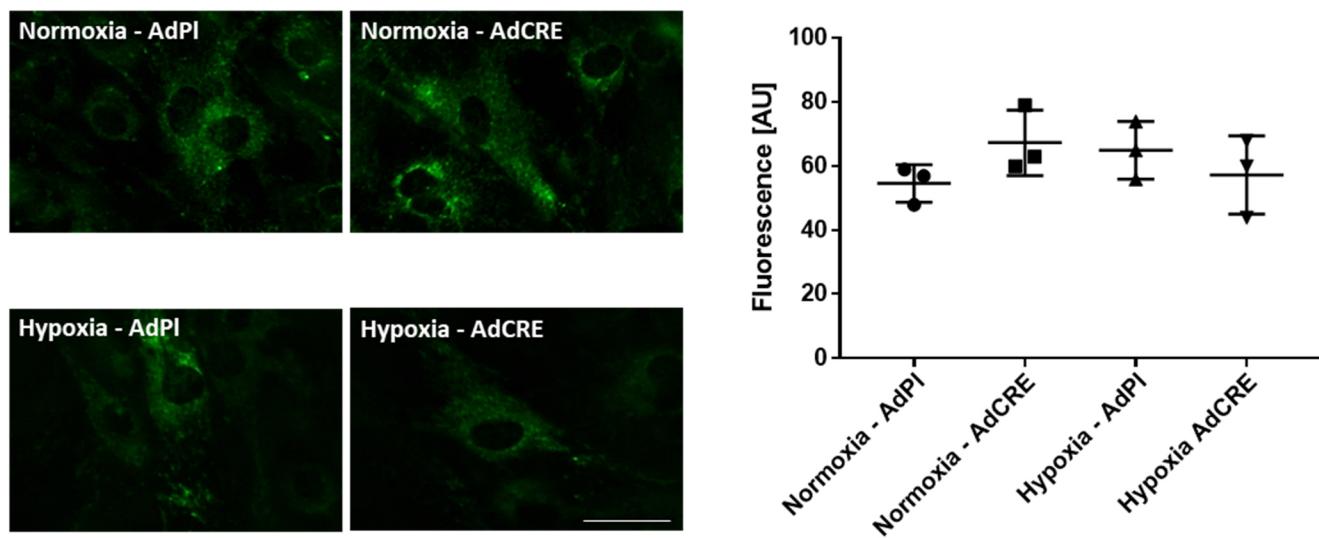

(A) Immunofluorescence-based mitochondrial ROS detection in maoSMCs (red fluorescence) and its software-supported evaluation in a region of interest (ROI, green color, right image, scale bar: 50 μ m).

(B) Detection of mitochondria by the fluorophore MitoTracker™ Green FM in maoSMCs treated with AdCRE adenovirus to knockout *Nfat5* or AdPI adenovirus as a control and exposed to normoxia/hypoxia for 24 h. The graph summarizes the data of one experiment performed in triplicate. No significant changes were observed (scale bar: 50 μ m).

Supplement 4

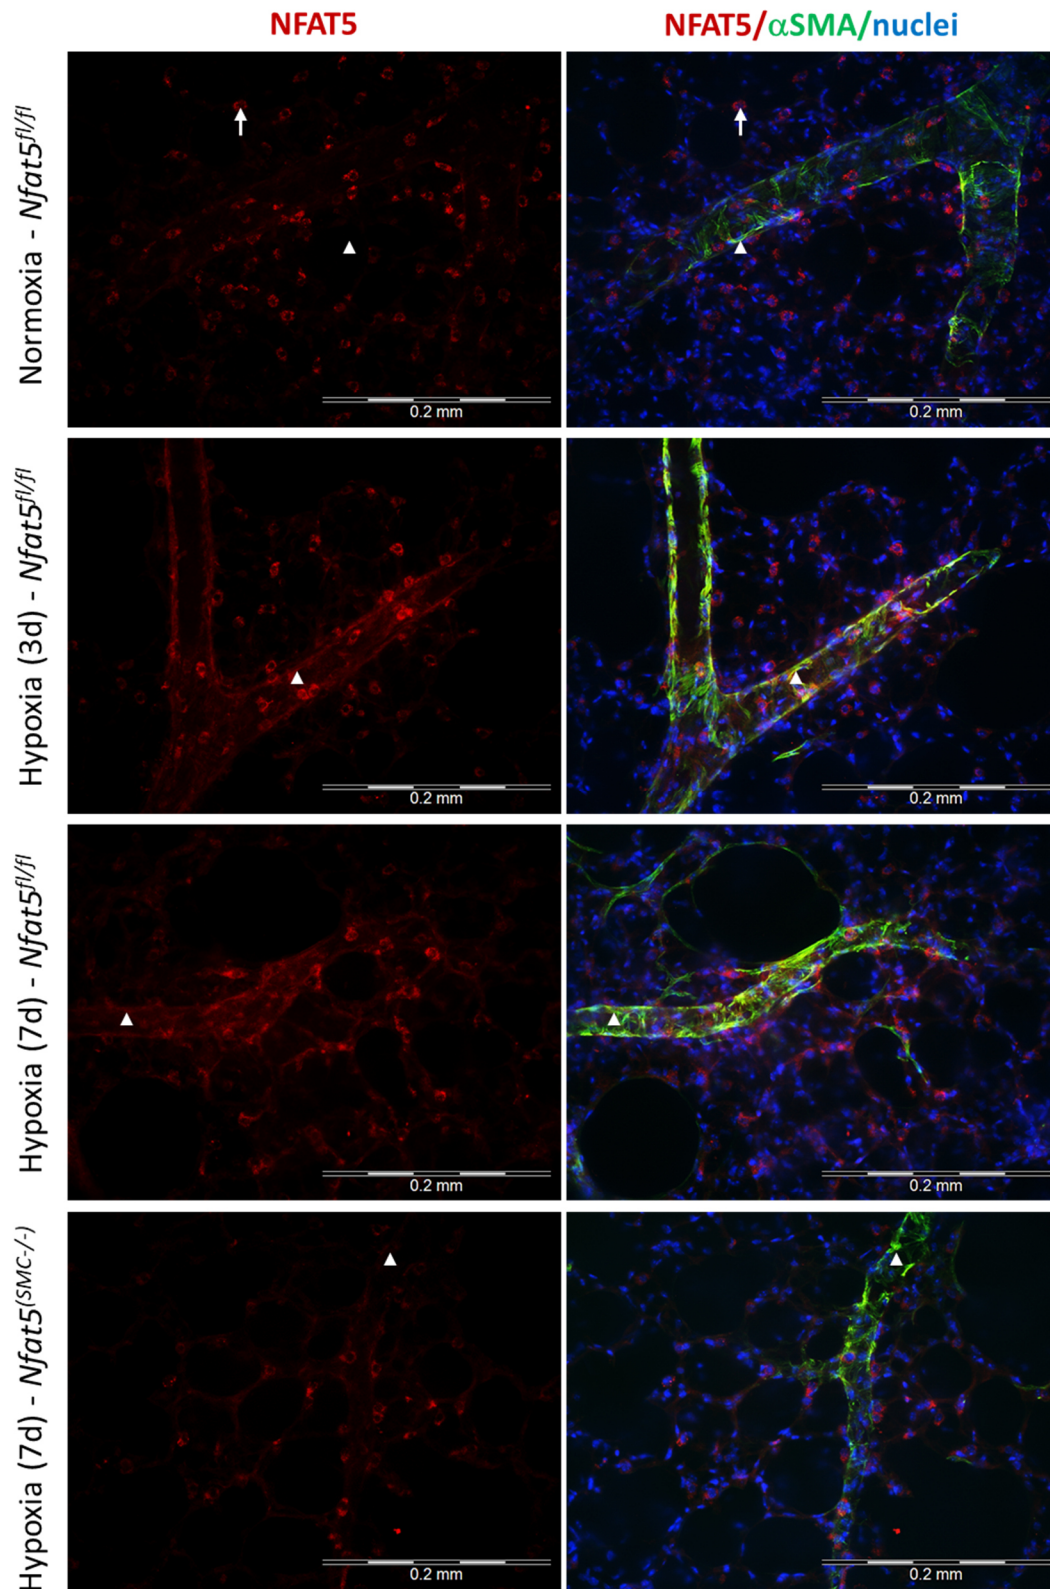

Vibratome sections of lungs from hypoxia/normoxia-exposed *Nfat5^{fl/fl}* and *Nfat5^{(SMC)-/-}* mice were processed to detect α SMA (green) and NFAT5 (red) by immunofluorescence-based techniques (directly labelled antibodies were utilized only) and image stacks were generated by confocal microscopy (scale bars: 200 μ m, note that NFAT5 localized in the nuclei cannot be detected in formalin-fixed vibratome sections). In normoxic lungs, NFAT5 was preferentially detectable in immune cells (arrows) but not in vascular smooth muscle cells (arrowheads). NFAT5-associated IF was detectable in α SMA-positive cells in hypoxia-exposed *Nfat5^{fl/fl}* but not *Nfat5^{(SMC)-/-}* lungs.

Supplement 5

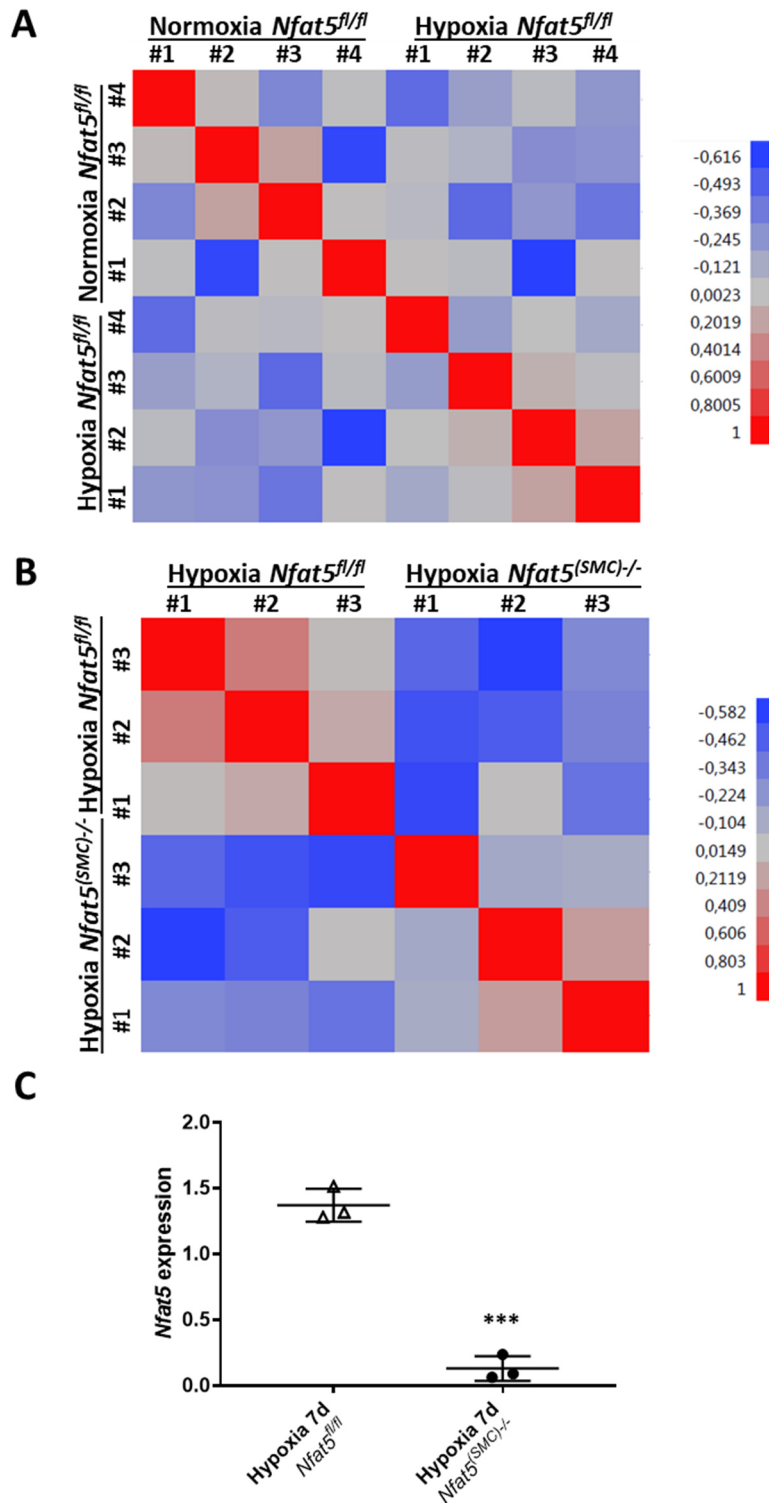

(A,B) Principal component analyses of RNA samples of lungs from *Nfat5^{fl/fl}* mice exposed to normoxia/hypoxia for 7 d (A, n=4) and from *Nfat5^{(SMC)-/-}* and *Nfat5^{fl/fl}* mice exposed to hypoxia for 7 d (B, n=3). The hierarchical clustering analysis indicated a homogenous correlation of the clustering of samples from individual experimental groups. **(C)** qPCR-based comparison of the expression of *Nfat5* (transcriptional target of NFAT5) in lungs from *Nfat5^{(SMC)-/-}* and *Nfat5^{fl/fl}* mice exposed to hypoxia for 7 d (***) $p < 0.001$ vs. *Nfat5^{fl/fl}* mice, n=3).

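For the comparison of panel A, the log2 values of 25428 probe sets, each centred on its mean over the 8 mice, were used here. The first principal component held 27.0% of the variance and did not separate hypoxic from normoxic mice (exact permutation p = 0.371), while the second held 21.9% and separated them fully (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow). In average-linkage clustering on 1 minus the correlation, normoxic mice F, G and I formed a cluster of their own, and normoxic mouse H fell in the cluster of the 4 hypoxic mice. For 6 of the 8 mice the most similar other mouse was of the same group, and the exceptions were normoxic mouse H and hypoxic mouse D, which were most similar to each other. The mean correlation of the centred values was -0.0539 between mice of the same group and -0.205 between groups, a difference of 0.151 (exact test over 35 splits of the mice, p = 0.0571). For this measure of the sample structure, the difference over the 1000 probe sets with the largest variance was 0.353 (exact p = 0.0286). Before centring, the correlation across probe sets, which are not independent replicates, was 0.943 to 0.974 among normoxic mice, 0.968 to 0.982 among hypoxic mice and 0.947 to 0.976 between groups. Mouse F scored highest of the 8 mice on the adipocyte, cardiac and skeletal muscle marker lists.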

Supplement 6

Gene name	Category	FR (log2) - <i>Nfat5</i> ^{fl/fl} : Hyp. vs. Norm.	p-value	FR (log2) - Hyp.: <i>Nfat5</i> ^{(SMC)-/-} vs. <i>Nfat5</i> ^{fl/fl}	p-value
<i>Nfat5</i>	Transcription factor	n.s.	>0.05	-1.06	<0.01
<i>Pdgfb</i>	SMC biology	0.71	<0.01	n.s.	>0.05
<i>Pdgfrb</i>	SMC biology	n.s.	>0.05	n.s.	>0.05
<i>Myh2</i>	SMC biology	n.s.	>0.05	n.s.	>0.05
<i>Myh11 (SMMHC)</i>	SMC biology	n.s.	>0.05	n.s.	>0.05
<i>Myl4</i>	SMC biology	-0.64	<0.01	n.s.	>0.05
<i>Myl7</i>	SMC biology	-1.05	<0.001	n.s.	>0.05
<i>Vim</i>	SMC biology	0.45	<0.05	n.s.	>0.05
<i>Tagln (SM22)</i>	SMC biology	0.62	<0.05	n.s.	>0.05
<i>Acta2 (αSMA)</i>	SMC biology	0.71	<0.05	n.s.	>0.05
<i>Cacna1c</i>	SMC biology	0.84	<0.01	-0.77	<0.01
<i>Ednra</i>	SMC biology	n.s.	>0.05	-0.44	<0.01
<i>Plcb1</i>	SMC biology	n.s.	>0.05	-0.70	<0.01
<i>Prkg1</i>	SMC biology	-0.71	<0.05	-0.71	<0.05
<i>Rock1</i>	SMC biology	n.s.	>0.05	-0.50	<0.05
<i>Rock2</i>	SMC biology	n.s.	>0.05	-0.69	<0.05

Expression of individual genes associated with the SMC phenotype in lungs of *Nfat5*^{fl/fl} and *Nfat5*^{(SMC)-/-} mice exposed to normoxia/hypoxia for 7 days. The left panel lists significantly regulated genes (downregulated: green, upregulated: red, FR – fold regulation (log2-values)) when comparing hypoxia (7d)/*Nfat5*^{fl/fl} and the corresponding normoxia/*Nfat5*^{fl/fl} group (left panel, n=4, n.s. – not significant). 

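The atrial myosin light chain *Myl7* had a log2 level of 6.78 ± 0.46 (SD, n = 4 mice) in normoxic and 5.97 ± 0.09 (SD, n = 4) in hypoxic lungs, a difference of -0.82 (standard error 0.21). The light chain *Myl4*, also a cardiac muscle marker, was at 7.54 ± 0.27 and 7.04 ± 0.16 (-0.50, standard error 0.17). For both genes the groups were fully separated (exact permutation p = 0.0286), although mouse H, at 6.09 for *Myl7*, lay apart from normoxic mice F, G and I at 7.00 to 7.04. The calcium channel subunit *Cacna1c* was at 5.71 ± 0.32 and 6.28 ± 0.31 (0.57, standard error 0.21, exact permutation p = 0.0571). The intermediate filament gene *Vim* was at 10.94 ± 0.43 and 11.20 ± 0.24 (0.26, standard error 0.22), with 11.57 in normoxic mouse H against 10.67 to 10.82 in the other normoxic mice, and the difference ranged from 0.16 without hypoxic mouse A to 0.47 without mouse H when each mouse was left out. The cGMP-dependent kinase *Prkg1* differed by -0.45 (standard error 0.24), and by -0.29 without normoxic mouse I to -0.59 without normoxic mouse F or H. The fast skeletal myosin *Myh2* differed by -1.17 (standard error 0.40) at a low level of 4.49 ± 0.82 in normoxia and 3.32 ± 0.64 in hypoxia. *Nfat5* itself differed by -0.26 (standard error 0.25), and by -0.11 without normoxic mouse I to -0.43 without hypoxic mouse D. The PDGF receptor *Pdgfrb* differed by 0.57 (standard error 0.30), and by 0.36 without normoxic mouse I to 0.84 without hypoxic mouse D, and the smooth muscle myosin *Myh11* by -0.10 (standard error 0.19). Among regulators of contraction, the endothelin receptor *Ednra* differed by 0.17, the phospholipase *Plcb1* by 0.22 and the kinases *Rock1* and *Rock2* by -0.11 and 0.12. Of the 16 genes, 0 passed the adjustment over all probe sets in limma (adjusted p from 0.235 for *Myl7* to 0.963 for *Rock2*). At an unadjusted p under 0.05, limma gave 7 genes and the unmoderated gene-wise test of the methods gave 6. On that scale, calls were lost for *Pdgfb* without mouse I, A or C, for *Tagln* without H or B and for *Cacna1c* without F or A, and gained for *Vim* without H, *Prkg1* without F or H and *Pdgfrb* without D, while *Ednra* and *Plcb1* ranged from 0.02 to 0.33 and 0.02 to 0.41 and the differences of *Myh11*, *Rock1* and *Rock2* changed sign.

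**Figure D2:**
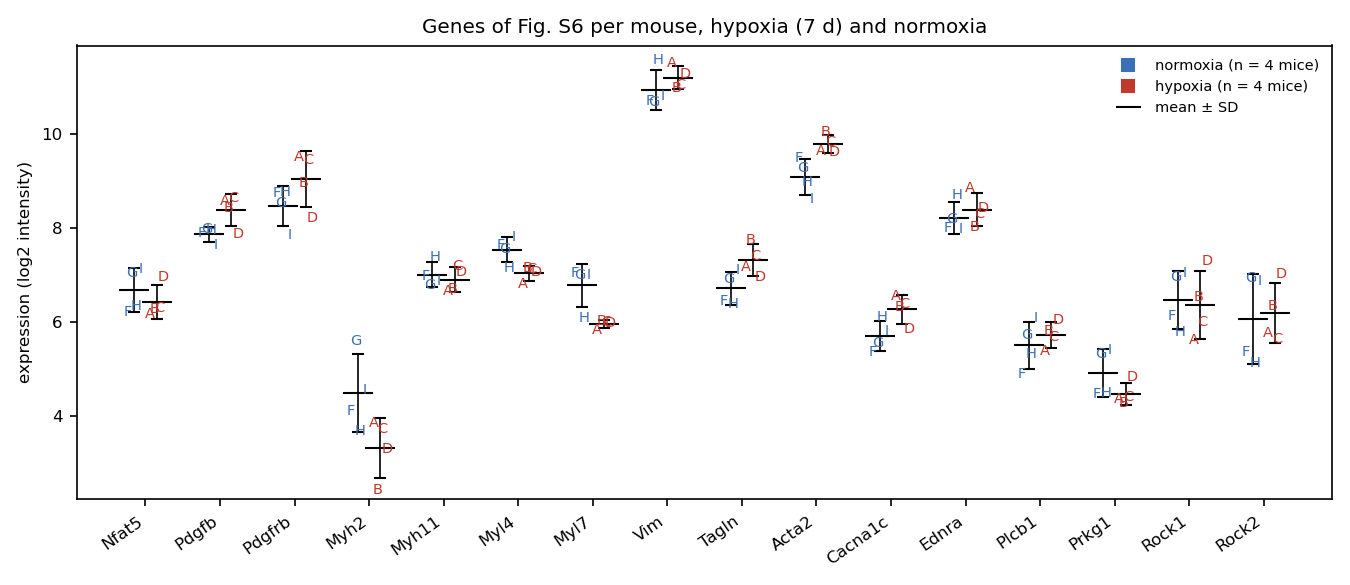
Log2 intensity (y axis) of the 16 genes (x axis) in each normoxic (blue) and hypoxic (red) mouse. Letters are mice, and bars give the mean ± SD of 4 mice. *Acta2* separates the groups fully, while for *Pdgfb* hypoxic mouse D, at 7.88, lies among the normoxic mice at 7.63 to 7.98.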

The right panel shows the change in gene expression comparing hypoxia-exposed (7 d) *Nfat5*^{(SMC)-/-} and *Nfat5*^{fl/fl} mice (n=3).

Supplement 7

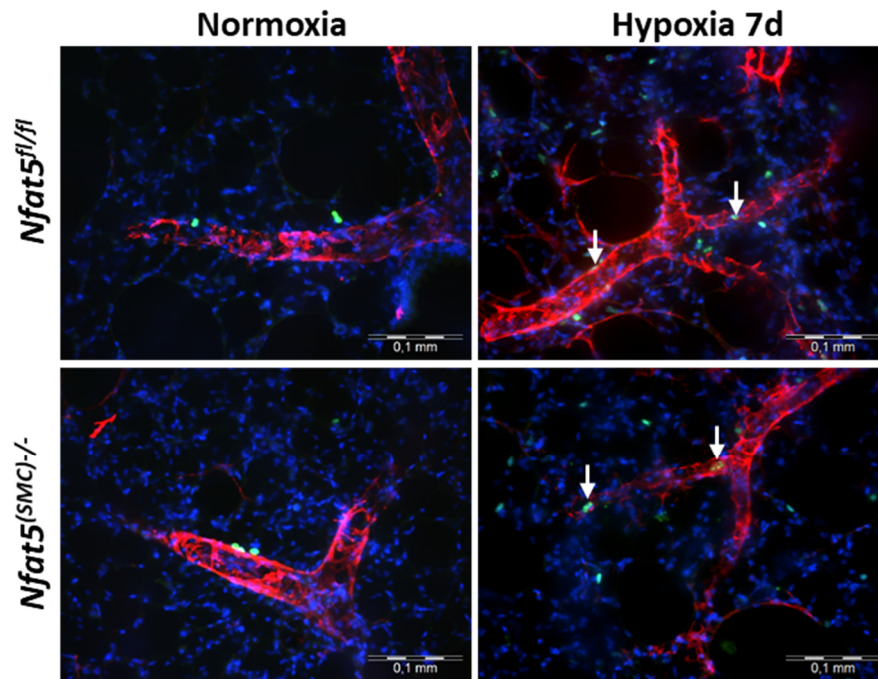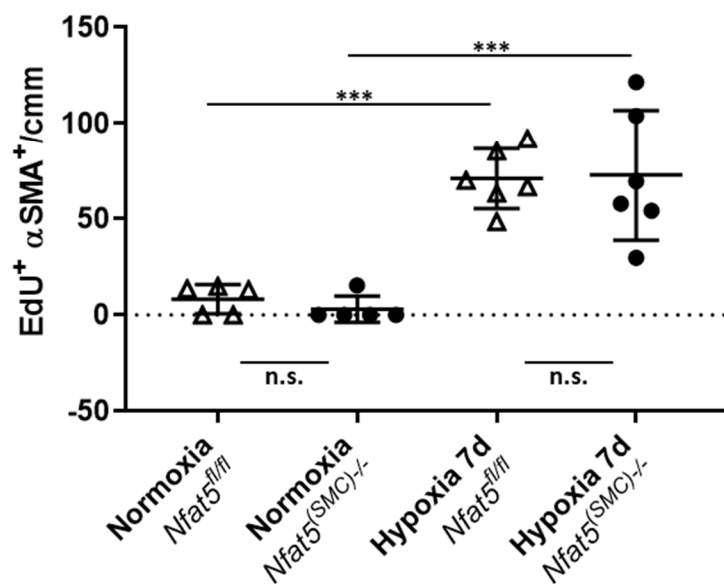

Vibratome sections of lungs from hypoxia/normoxia-exposed *Nfat5^{(SMC)-/-}* and *Nfat5^{fl/fl}* mice were processed to detect EdU (green fluorescence, labels cells with DNA synthesis during the last 2 hours of the experiment) and the SMC marker α SMA (red fluorescence) by immunofluorescence-based techniques (scale bars: 100 μm). Images stacks of confocal images were morphometrically evaluated to determine the number of $\text{EdU}^+/\alpha\text{SMA}^+$ cells (arrows) per cubic mm in arterial segments with a diameter $<30 \mu\text{m}$ (n.s.- not significant, *** $p < 0.001$ as indicated, $n=5-6$).

Supplement 8

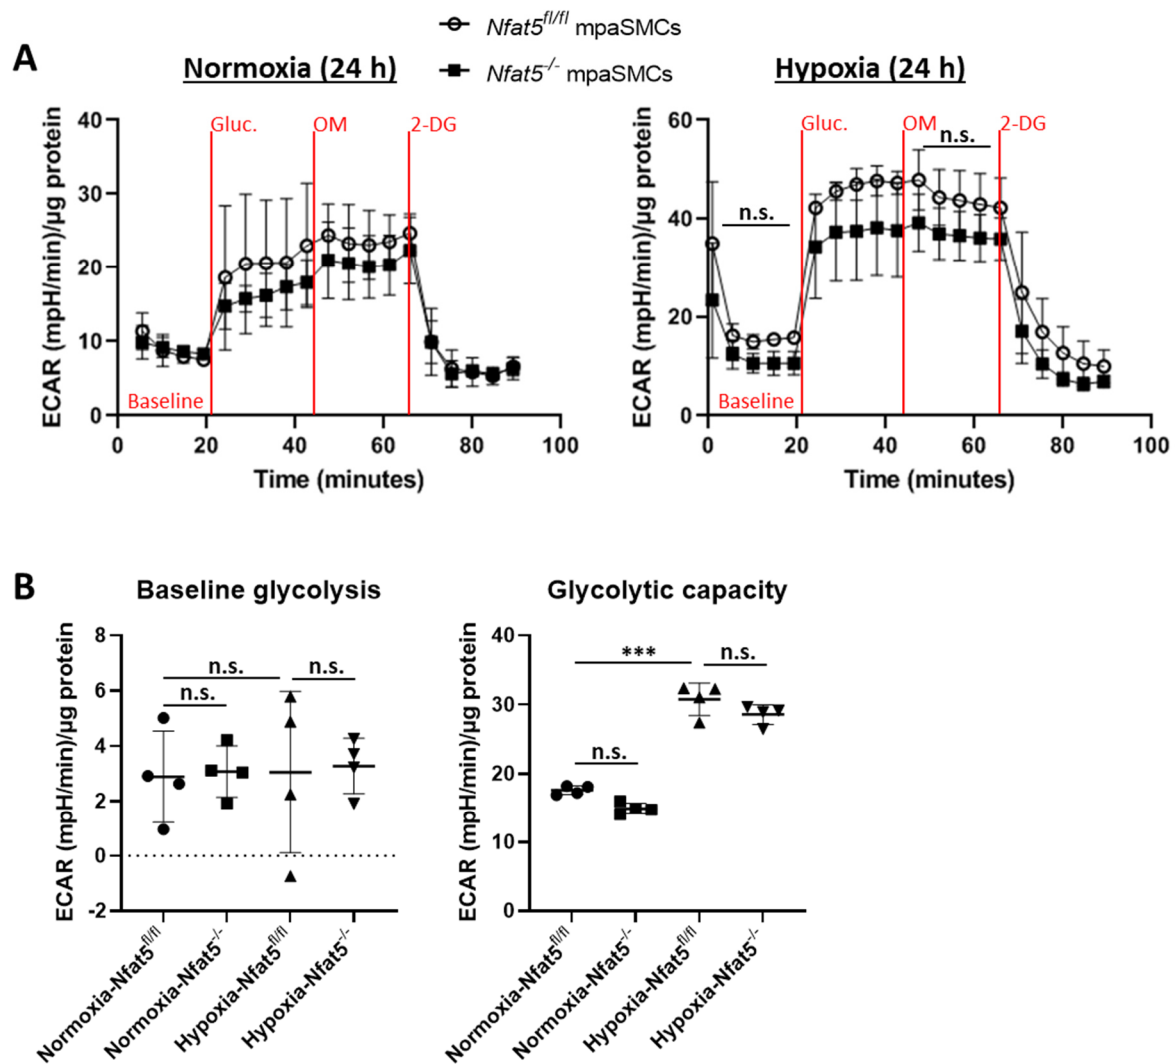

Glycolysis was assessed by analysis of the extracellular acidification rate (ECAR) using a Seahorse XF analyzer. mpaSMCs were treated with adeno-associated virus to overexpress CRE recombinase (*Nfat5^{-/-}*) or GFP (*Nfat5^{fl/fl}*) and exposed to normoxia/hypoxia for 24 h prior to analysis. **(A)** ECAR was determined while treating the cells with glucose (Gluc.), oligomycin (OM) and 2-deoxy-D-glucose (2-DG) to analyze **(B)** baseline glycolysis and glycolytic capacity. Three replicates were performed for each sample (**p<0.01 as indicated). ECAR was normalized to the total cellular protein per sample.

Supplement 9

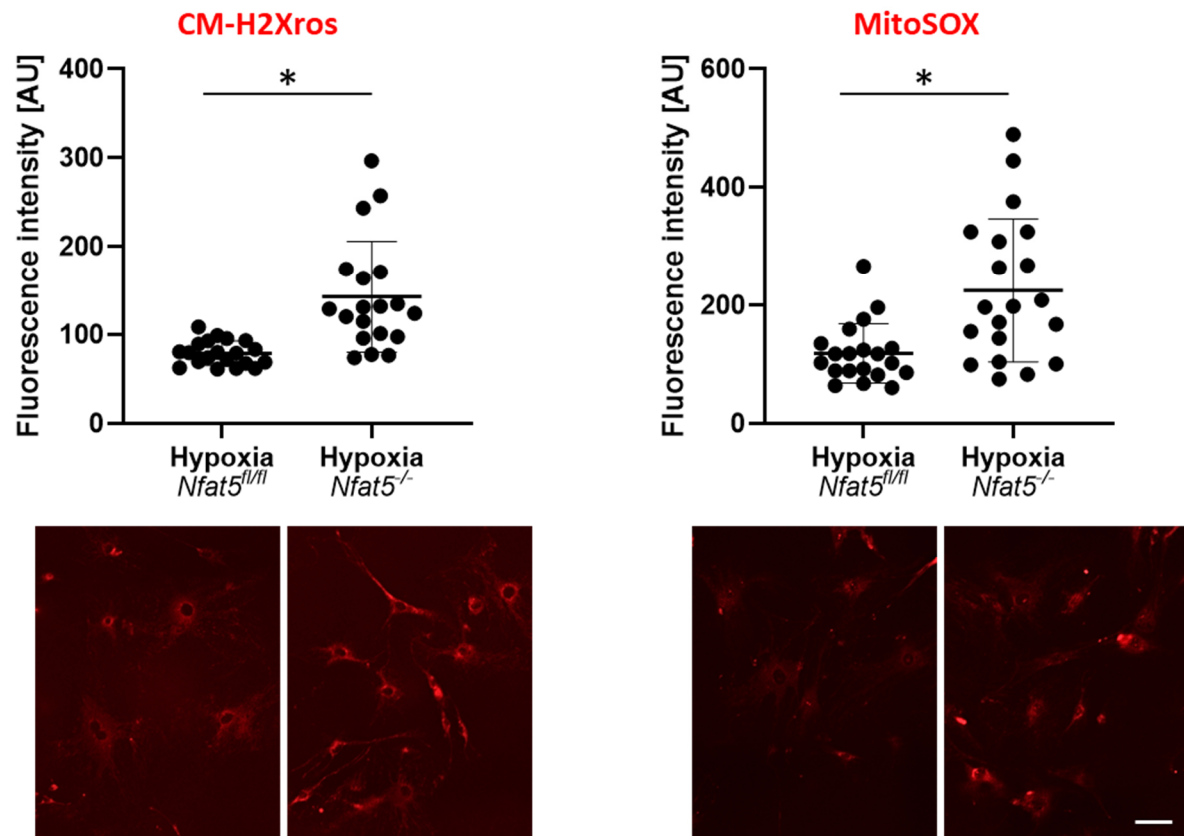

Mitochondrial ROS production was assessed by determining the fluorescence intensity of ROS-sensitive mitochondrion-selective probes (MitoTracker™ Red CM-H2Xros and MitoSOX Red) in mpaSMCs from *Nfat5^{fl/fl}* mice, treated with control (*Nfat5^{fl/fl}*) and Cre recombinase-transducing (*Nfat5^{-/-}*) adenoviral vectors and exposed to hypoxia for 24 h (*p<0.05 as indicated, the results of 19-20 randomly selected regions of interest (ROI) from one experiment are shown, scale bar: 50 μ m).

Supplement 10

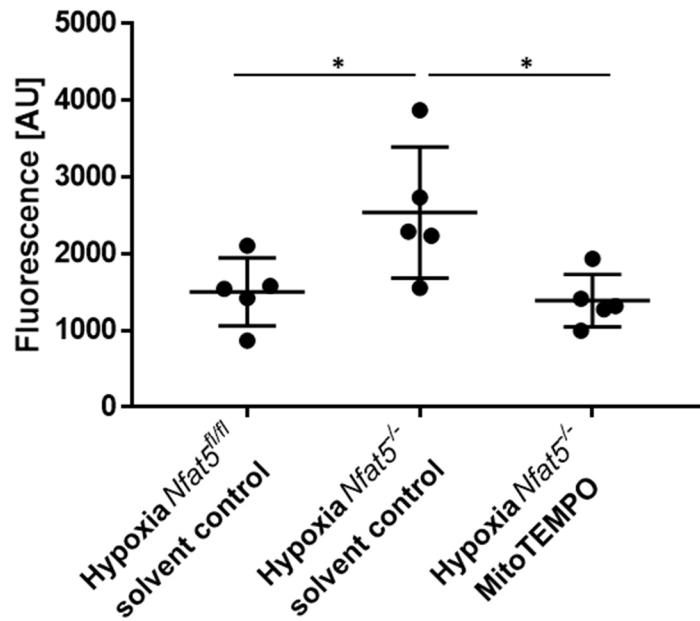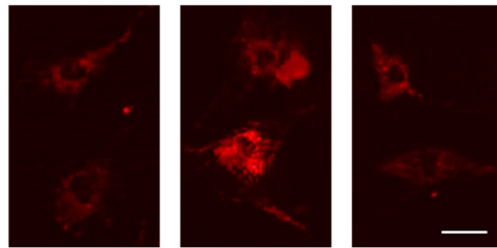

Mitochondrial ROS production was assessed by recording the fluorescence intensity of a ROS-sensitive mitochondrion-selective probe (MitoTracker™ Red CM-H2Xros) in mpaSMCs, treated with adenoviral vectors (AdCRE) to genetically ablate *Nfat5* (*Nfat5*^{-/-}) or AdPI vectors as control (*Nfat5*^{fl/fl}) and exposed to hypoxia for 24 h. Hypoxia-exposed (24 h) *Nfat5*^{-/-} mpaSMCs were treated with the mitochondrion-specific ROS scavenger MitoTEMPO (20 μM) for 1 h before fluorescence recording (*p<0.05 as indicated, the results of one experiment performed in pentaplicate are shown, scale bar: 50 μm).

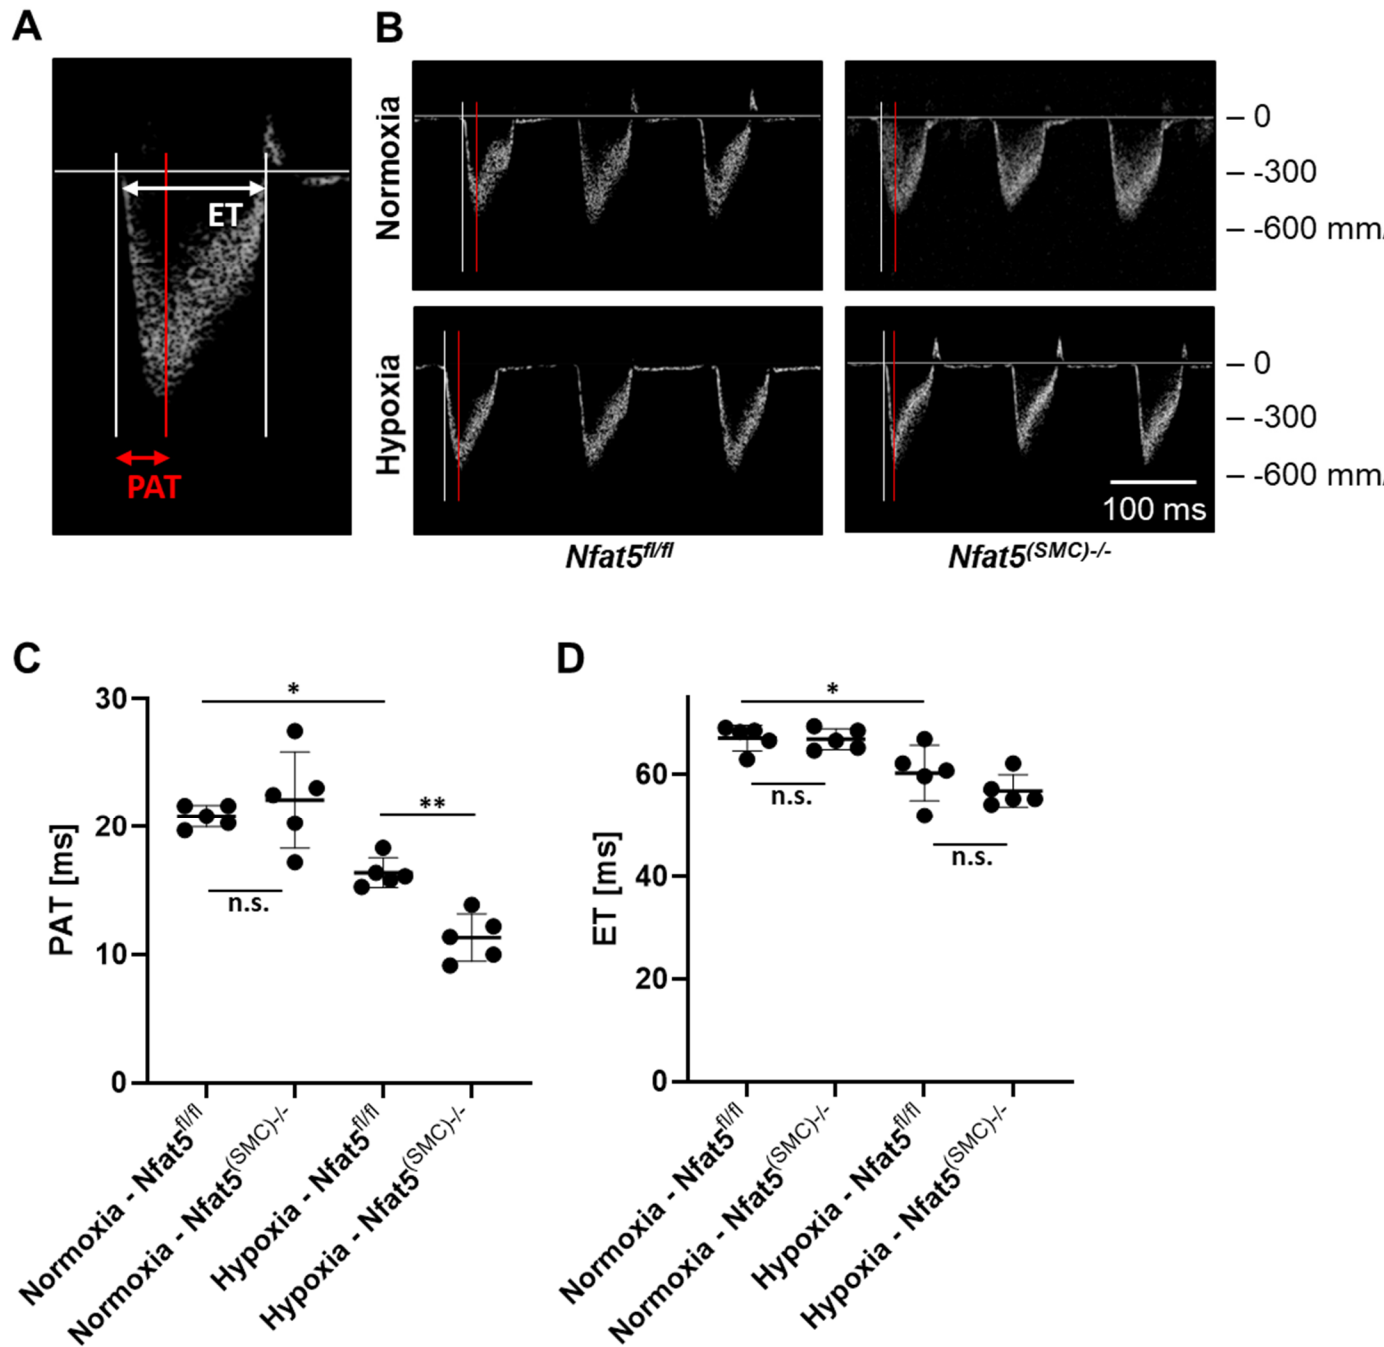

(A) Echocardiographic analysis of right ventricular pulmonary acceleration time (PAT) and ejection time (ET). **(B)** Representative (Doppler) echocardiographic recordings of the pulmonary artery ejection in *Nfat5^{fl/fl}* and *Nfat5^{(SMC)-/-}* mice exposed to normoxia/hypoxia for 21 d. **(C and D)** Graphs summarizing individual PAT and ET values from mice (* $p < 0.05$, ** $p < 0.01$ as indicated, n.s. – not significant, $n = 5$). Data is shown as mean $\pm$ SD.

Supplement 12

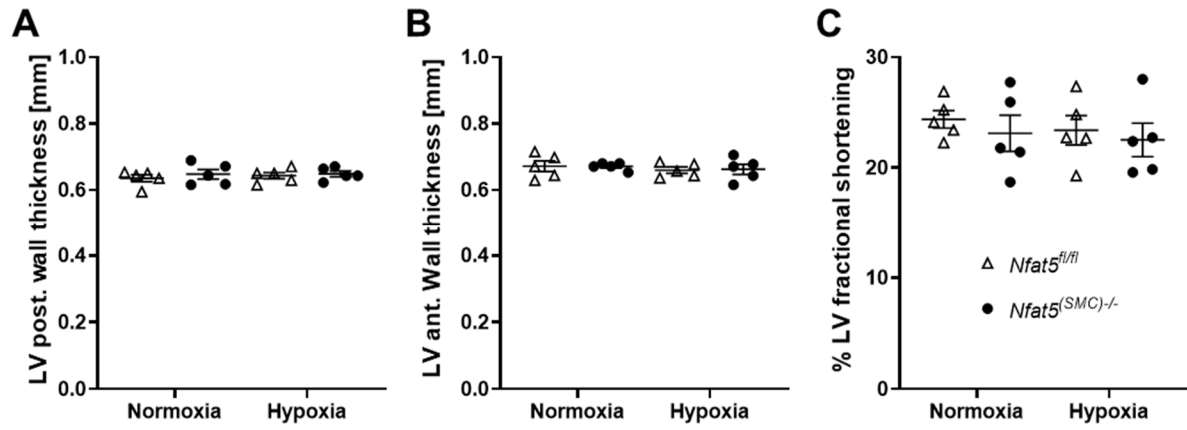

(A-C) Echocardiographic analysis of left ventricular (LV) structural and functional parameters of *Nfat5^{fl/fl}* and *Nfat5^{(SMC)-/-}* mice exposed to normoxia/hypoxia for 21 d. No significant differences were observed (n=5). Data is shown as mean $\pm$ SEM.

Supplement 13

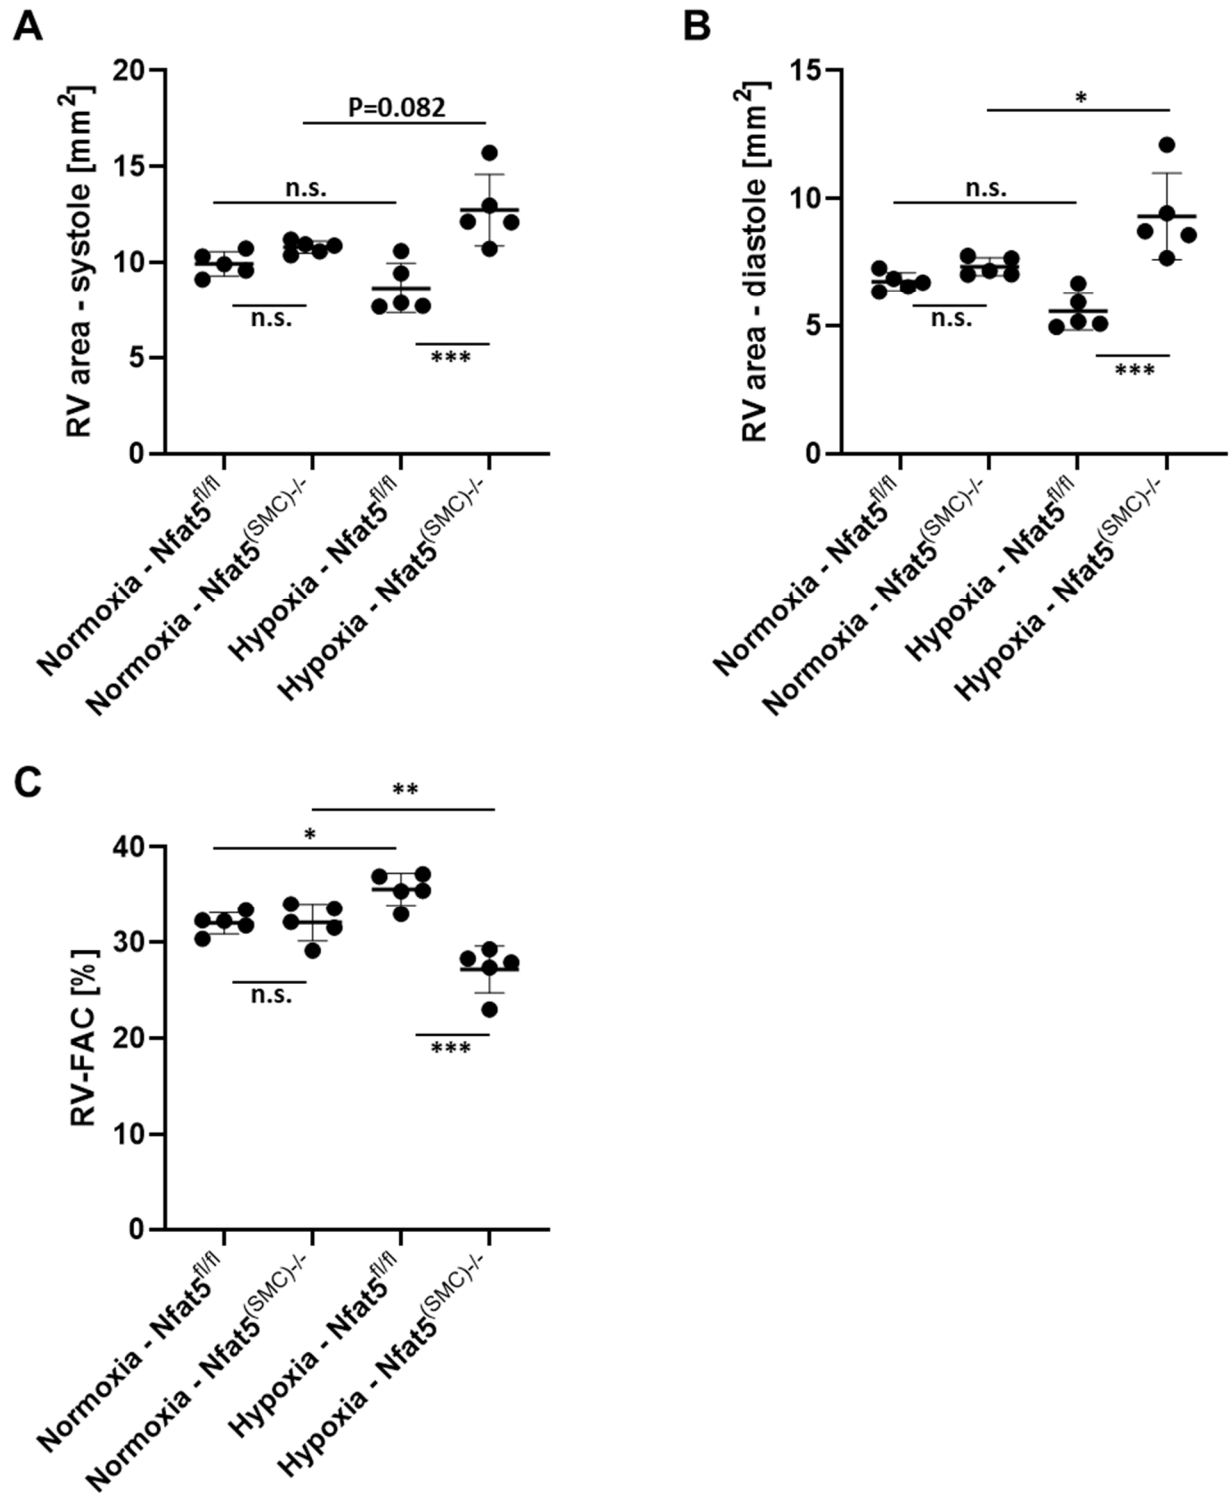

(A-C) Echocardiographic data of right ventricular (RV) area during systole (A) and diastole (B) as well as (C) RV fractional area change (FAC) in *Nfat5*^{fl/fl} and *Nfat5*^{(SMC)-/-} mice exposed to normoxia/hypoxia for 21 d (*p<0.05, **p<0.01, ***p<0.001 as indicated, n.s. – not significant, n=5). Data is shown as mean ±SD.

Supplement 14

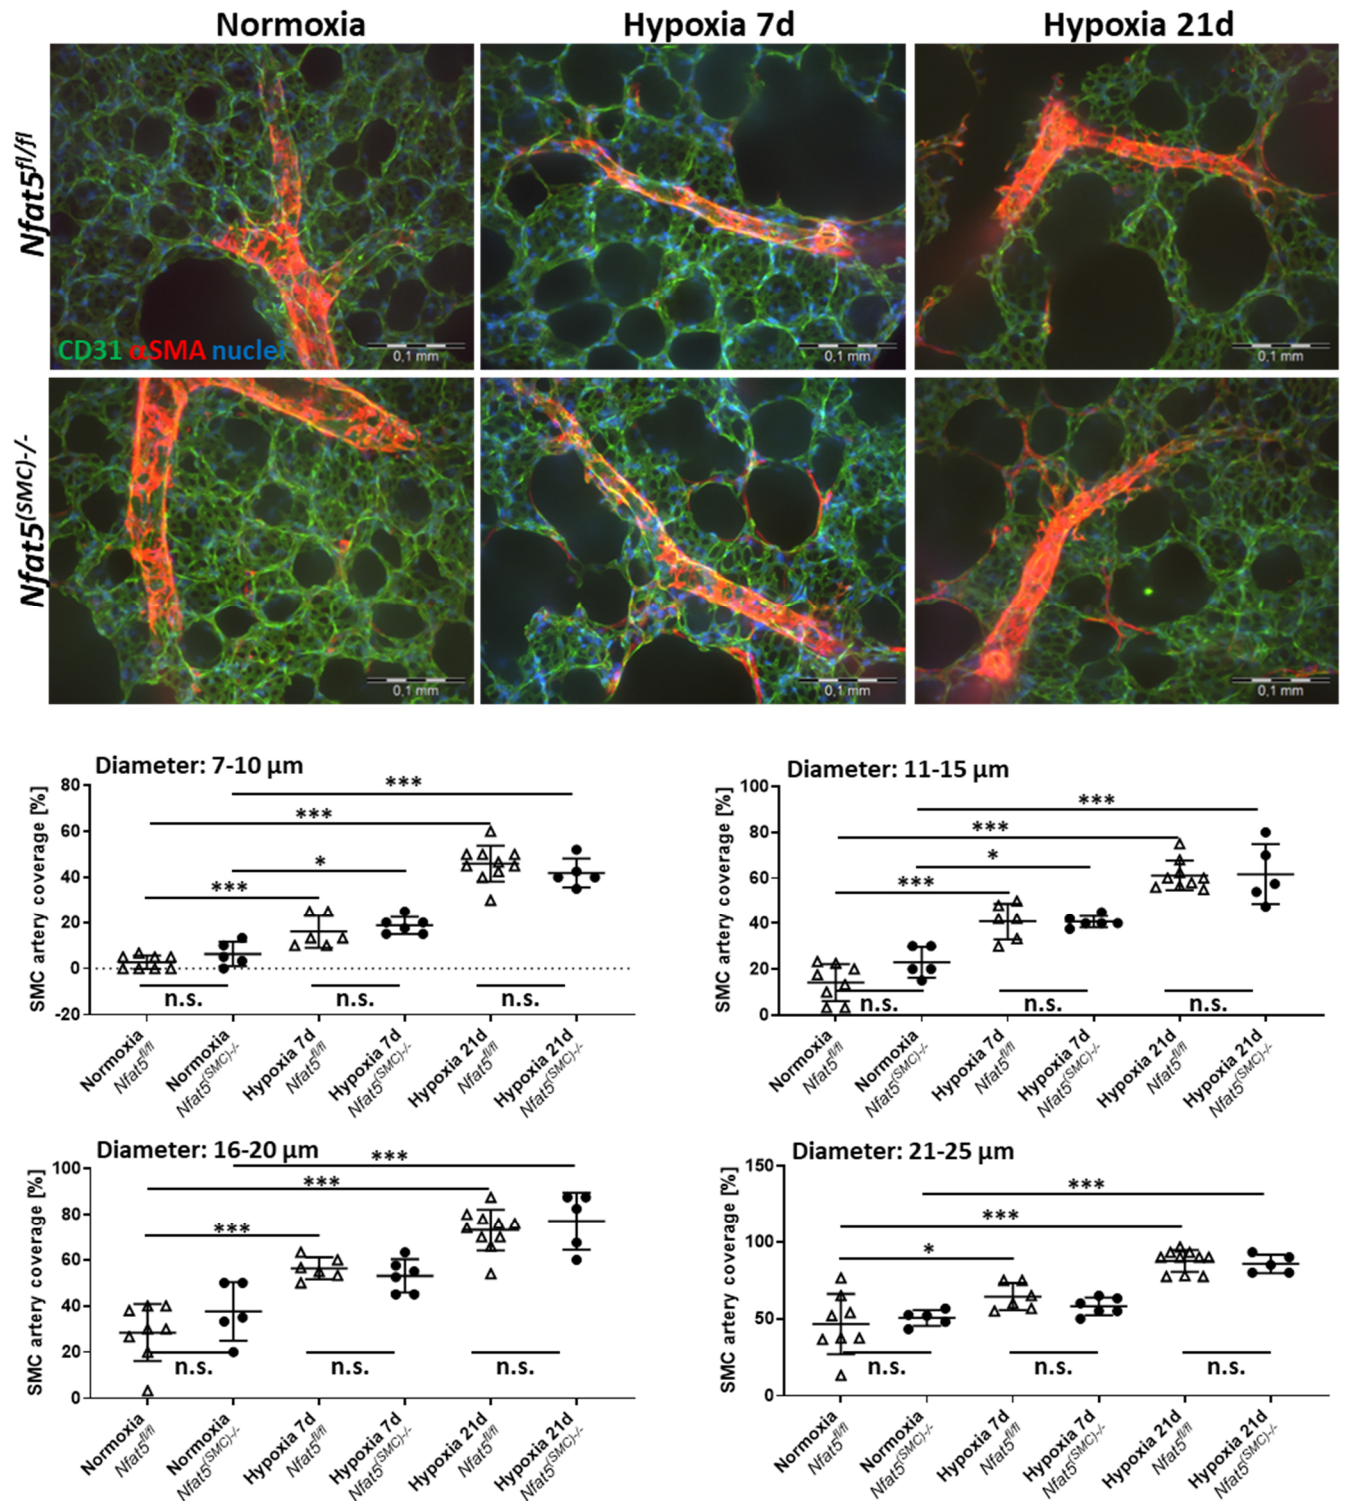

SMC coverage of arterial blood vessels with different caliber (extension of Figure 4). Vibratome sections of lungs from hypoxia/normoxia-exposed *Nfat5^{(SMC)-/-}* and *Nfat5^{fl/fl}* mice were processed to detect CD31 (green) and α SMA (red) by immunofluorescence-based techniques (scale bars: 100 μ m). Image stacks of confocal images were morphometrically evaluated to determine the coverage of arterial segments with different caliber comprising the following groups: 7-10 μ m, 11-15 μ m, 16-20 μ m and 21-25 μ m (n.s. – not significant, *p<0.05, **p<0.01, ***p<0.001 as indicated, n=5-10).

How the deposited data were processed for this re-analysis (not part of the article)

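Gene expression was measured in 1 lung lobe from each of 8 *Nfat5 fl/fl* mice on Affymetrix Mouse Gene 2.0 ST arrays. Normoxic mice carry the letters F, G, H and I, and mice kept at 10% oxygen for 7 days the letters A, B, C and D. The letters name separate mice and do not pair the groups. Arrays of lungs with the smooth muscle-specific knockout, and the other experiments of the paper, were not analysed here.

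The deposited values are log2 intensities that the authors made from the scanned arrays. Their methods name a custom chip definition (version 22) with Entrez-based genes and quantile normalization, and the submitters' processing notes name RMA, without a version. The background correction and the set of arrays that were normalized together are not given in the sources used here. The table holds 25428 probe sets. The array annotation table named 24705 of them, an Entrez ID match to gene symbols of the mouse assembly GRCm38.p6 named 564 more, and 159 stayed without a symbol. No probe set carried several symbols. Coordinates are not printed, since the build of the chip definition is not given. The medians of the arrays lay between 4.17 and 4.20. The values of mouse F are stored in finer steps than those of the other mice, 2.61% of them on the step of the other 7 arrays, and were used as they are. Arrays have no read depth, and the number of mice limits the precision.

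Differences are hypoxia minus normoxia of the log2 values. They were tested with limma (version 3.58.1, R 4.3.3) over all probe sets, with a moderated variance, Benjamini-Hochberg adjustment and a threshold of 0.05, because 4 mice per group give a poor variance for single genes. The one-way ANOVA that the paper's methods name was run as an alternative. Standard errors are limma's. On simulated data with the means and spreads of these arrays, limma called 53% of 100 genes with a log2 difference of 1 and 97% of 100 with a difference of 2, and the unmoderated test 25% and 80%, with 7 calls by limma among unchanged genes.

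The genes named were fixed by a rule. It takes the genes past the threshold with fully separated groups, or, as here where none passed, the 5 with the smallest p in each direction, every gene of Figure S6 and several genes of the text, and up to 4 members with the smallest p of each list. The values of Figure S6 had been seen in the paper. Predicted genes, clones and small RNA genes were counted but not named. Of the genes that the rule takes, 1 is left out of the text and not reported here.

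Gene groups were tested with 30 gene lists and 23 marker lists, 53 in all, written from textbook knowledge, of whose 1880 members 1853 were measured. The KEGG sets of the paper were not used here, so the lists share names or functions with Figure 3B but not all members. The main test was fgsea (version 1.28.0) over the genes ranked by limma's moderated statistic, for the 52 lists with 10 to 500 measured members, adjusted over these lists. Beside it stand the number of members past the threshold adjusted over the list alone, camera with its preset correlation of 0.01 and with the correlation estimated from the arrays, and fry. fgsea and the preset camera treat genes as nearly independent, while the estimated correlation takes up that list members vary together between mice. Of the 34 lists past the threshold with fgsea, 29 passed with the preset camera and 0 with the estimated correlation (smallest adjusted p = 0.131) or with fry (smallest adjusted p = 0.0539). fry asks whether the genes of a list move, on balance, one way, and does not compare them with other genes. A list score per mouse is the mean over the members of each gene's value minus its mean over the 8 mice. It was compared between the groups with a two-sided exact permutation test over all 70 assignments, whose smallest p is 0.0286. On simulated data with 1 list shifted by 0.5, fgsea gave it an NES of 3.42, camera with the estimated correlation an adjusted p = 0.000751, and 0 of 38 unrelated lists were called. The simulated genes varied independently of each other, so this does not test fgsea where list members vary together. In other splits of the real mice, fgsea called up to 29 lists. The counts of lists past the threshold by fgsea were 18 higher and 16 lower, and by the exact test 9 higher and 9 lower of 53, of which 0 passed after adjustment (smallest adjusted p = 0.0841).

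The similarity of the mice was described with correlations and principal components of the centred values. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, checks of single mice and plots. The alternatives tried were quantile normalization again, median centring, leaving out dim probe sets, the one-way ANOVA, another variance model, array weights, probe sets with a symbol only, other set tests and rankings, changed list membership and leaving out each mouse in turn. Added after seeing the data were a choice of 3 mice per group, leaving out each mouse for the list scores and the similarity of mice, and the cardiac and adipocyte scores as covariates. The grouping of 7 lists as metabolic was also made after their values were seen.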

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

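Of the tests in this part, the one on mouse F alone and the fit with the cardiac and adipocyte scores as covariates were chosen only after the result was seen. Within each group of 4 mice, the gap between an extreme mouse and its nearest neighbour was divided by the range of the group, and a ratio above Dixon's critical value for 4 values singled the mouse out. This was so in 20 of 322 groups of values, where chance gives about 16. Among list scores of normoxic mice, the ratio was 0.925 for mouse G on the cell cycle list, 0.859 for mouse G on the lymphatic endothelium list, 0.839 for mouse I on the club and goblet cell list, 0.916 for mouse I on the collagen list and 0.877 for mouse F on the valine, leucine and isoleucine degradation list. On the alveolar type 2 cell list it was 0.833 for hypoxic mouse B. Among single genes in normoxia, the ratio was 0.950 for *Myl7*, 0.839 for *Vim* and 0.890 for *Birc5* in mouse H, 0.833 for *Pparg*, 0.881 for *Phyh* and 0.873 for *Krt4* in mouse F, 0.904 for *Retn* in mouse G and 0.852 for *Mcm7* in mouse I. In hypoxia it was 0.848 for *Nfat5*, 0.974 for *Ckm*, 0.862 for *Bmp1* and 0.938 for *Hdc* in mouse D, 0.932 for *Ntrk2* in mouse C and 0.842 for *Hamp* in mouse B.

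Some groups of genes that the paper does not discuss for these lungs differed between hypoxia and normoxia by fgsea, with fully separated list scores (0.0841 after adjustment over the lists), but not with an estimated correlation (adjusted p from 0.131 to 0.164). The median log2 difference was -1.24 for adipocyte markers, -0.55 for cardiac muscle markers, 0.57 for collagen fibre formation and 0.23 for NFAT5 targets.

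By fgsea, 7 lists were lower in hypoxia, together with marker lists of adipocytes and cardiac muscle, whose origin inside or beside the lobe was not tested. The 7 cover oxidative phosphorylation, citrate cycle, pyruvate, propanoate, tryptophan, fatty acid degradation, and valine, leucine and isoleucine degradation. They were grouped as metabolic after their values were seen, so that all 7 were lower is no test. Among lists outside this group, arginine and proline metabolism was higher (NES 1.70, adjusted p = 0.0108), glycolysis did not pass (NES 1.29, 0.159) and peroxisome was lower (NES -2.30, 2.01e-06). That the lower values of the 7 metabolic lists came from neighbouring tissue on the normoxic lobe of mouse F alone is argued against by fgsea. There, 7 of the 7 remained lower without that mouse. Camera with an estimated correlation and fry gave 0 of 7 with all mice, and a part from mouse F stays open. Less adipose tissue (median -1.24) and less cardiac muscle (median -0.55) in the hypoxic lobes stay open as candidate sources: both marker lists lay below the oxidative phosphorylation list (median -0.22), and of their most abundant members *Scd1* differed by -0.61, *Fasn* by -0.42 and *Acly* by -0.95 among adipocyte markers, and *Actc1* by -0.15, *Tnnt2* by -0.66 and *Nppa* by -1.90 among cardiac markers. In hypoxia, 22 of 30 adipocyte and 24 of 33 cardiac markers lay above the median level of all probe sets, and 4 and 3 of them are on a metabolic list. Without the marker genes 7 of the 7 metabolic lists remained lower by fgsea. These lists hold 208 genes, of which this took out only few, so it cannot tell whether either tissue contributed. With both scores as covariates 0 of the 7 remained lower past the threshold. The scores separate the groups fully, so that fit cannot tell them from hypoxia itself. Hypoxia itself remains open as the biological explanation.

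Cell division genes were higher in hypoxia by fgsea, though not with an estimated correlation (adjusted p = 0.131) or with fry (0.0539), and erythroid precursors, which divide, might have contributed to this. The erythroid list had a median of 0.13, with NES 1.78 (adjusted p = 0.00662 from fgsea, 0.203 with an estimated correlation and 0.964 with the cardiac and adipocyte scores as covariates), scores that did not separate the groups fully (exact permutation p = 0.0571) and *Alas2*, which starts haem synthesis, at 0.64 (standard error 0.23). The value lies above the bound of 0.1 under which the explanation would have been rejected and below the cell cycle median of 0.43, and only 9 of the 23 markers lay above the median level of all probe sets in hypoxia. Erythroid precursors and dividing lung cells cannot be told apart here for the cell cycle list. The paper reports more proliferation of smooth muscle cells in hypoxia, from histology with EdU, a label of new DNA, in small arteries. How far these or other lung cells account for the cell cycle list was not tested here. Proliferation of lung cells in hypoxia therefore remains open as the biological explanation of that list.

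Chance was examined with all 35 splits of the 8 mice into equal groups. For the count of 34 lists past the threshold with fgsea, only 1 of 35 splits, the real one, gave as many. That is the smallest share that the test can give, and the highest others gave 28 and 29 lists. The test argues against chance for this count but does not exclude it. The count was 0 with camera's estimated correlation and 0 with fry, and 0 of the score tests passed after adjustment (smallest adjusted p = 0.0841), so the test does not carry over to any single list. For the 2161 genes at an unadjusted p under 0.05 chance could not be excluded either, since 7 of 35 splits gave as many and the highest other gave 3642. The count of 0 genes past the adjusted threshold was reached by 35 of 35 splits, with 0 as the highest other.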

How the results depend on the processing

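No paired analysis was possible because the mice of the groups carry different letters. Added after seeing the data were the choice of 3 mice per group, leaving out mice for the list scores and the similarity of mice, and the cardiac and adipocyte scores as covariates. A sign change where neither value passed the threshold was counted as no change. Genes past the adjusted threshold of limma, 0 in the main setting with 2161 at an unadjusted p under 0.05, numbered 53 (44 higher, 9 lower) without dim probe sets, where 12714 were tested, 12 (10 higher, 2 lower) with an intensity trend and robust variance, 22 (18 higher, 4 lower) with array weights and 2 (0 higher, 2 lower) with mice F, G, I, A, B and C. Leaving out each mouse gave 0 to 33 genes, 0 to 31 of them higher and 0 to 9 lower. With quantile normalization again, median centring, the one-way ANOVA (2005 at an unadjusted p under 0.05) or probe sets with a symbol only, 0 genes passed. The cause of these differences was not tested, apart from the smaller number of genes or mice tested.

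The count of 34 lists became 0 with the estimated correlation of camera and 0 with fry, 20 with the scores as covariates and 23 to 33 with the other settings, and 29 to 35 when each mouse was left out. With the estimated correlation the adjusted p was 0.131 for cell cycle, ECM-receptor interaction, HIF-1 targets, propanoate and valine, leucine and isoleucine degradation, 0.164 for DNA replication, 0.174 for tryptophan, 0.203 for citrate cycle and fatty acid degradation, 0.233 for pyruvate and 0.296 for oxidative phosphorylation. With fry it was 0.0539 for the first 5 of these, 0.0647 for DNA replication, 0.0972 for tryptophan, 0.129 for fatty acid degradation, 0.141 for citrate cycle, 0.178 for pyruvate and 0.271 for oxidative phosphorylation. With the members of 1 gene list only, the calls for HIF-1 targets (0.258), fatty acid degradation (0.0984), pyruvate (0.700) and tryptophan (0.0896) were lost. NF-kB targets passed when ranked by log2 difference (0.0367), and ranged from 0.0281 (without mouse F) to 0.322 when each mouse was left out. Interferon response ranged from 0.00468 to 0.551 and passed without F (0.0223), G (0.0406) or C (0.00468).

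With the cardiac and adipocyte scores as covariates, 18 lists changed direction. Adjusted p in the new direction was 0.0023 for oxidative phosphorylation, 0.000163 for skeletal muscle, 0.000167 for B cells, 0.00859 for thyroid, oesophagus and trachea, 0.00878 for regulators of smooth muscle contraction, 0.0100 for capillary endothelium, 0.0203 for interstitial macrophages, 0.0236 for T and NK cells, 0.0501 for pyruvate, 0.0527 for citrate cycle, 0.133 for alveolar type 1 cells, 0.196 for fatty acid degradation, 0.234 for PPAR targets, 0.29 for apoptosis, 0.46 for thymus, 0.749 for adipocytes, 0.916 for alveolar macrophages and 0.948 for propanoate. Tryptophan (0.404) and valine, leucine and isoleucine degradation (0.495) stayed lower without passing. The scores separate the groups fully, and the cause of these changes was not tested further.

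The sample structure, as the difference in correlation within and between groups, was 0.151 and passed the threshold over the most variable probe sets (0.353) and without hypoxic mouse D (0.201), with 0.0451 to 0.239 when each mouse was left out. The exact test of list scores gave 18 lists and 12 to 16 when a mouse was left out. For Figure S6, 7 of 16 genes at an unadjusted p under 0.05 became 5 to 8 when a mouse was left out and 10 with the chosen 6 mice. Over 1404 alternatives for single genes, 1338 kept the side of an unadjusted p of 0.05, 53 no longer passed, 13 newly passed and 0 changed direction with either value past it. Sign changes where neither value passed are among the 1338. Over 877 alternatives for lists, the numbers were 718, 127, 14 and 18. Signal over background was not measured, and dim probe sets are limited by it.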

Differences from the paper's values

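The 8 log2 values of Figure S6 have the same sign as those computed here over all 8 mice, but 0 of 8 matched within 0.005, with differences from 0.0122 to 0.272. Both come from the same arrays, so the spread between mice does not measure their agreement. Over normoxic mice F, G and I and hypoxic mice A, B and C, a choice made after seeing the values, 8 of 8 matched, with a largest difference of 0.00378. The paper's values are 0.71 for *Pdgfb*, -0.64 for *Myl4*, -1.05 for *Myl7*, 0.45 for *Vim*, 0.62 for *Tagln*, 0.71 for *Acta2*, 0.84 for *Cacna1c* and -0.71 for *Prkg1*. Those computed here are 0.51, -0.50, -0.82, 0.26, 0.61, 0.69, 0.57 and -0.45. The lists used here were written by hand and the KEGG sets of Figure 3B were not used here, so enrichment scores were not set beside the paper's.

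Figure S6 lists *Vim* and *Prkg1* as significantly regulated, while limma gave them an unadjusted p of 0.258 and 0.0903 here (adjusted p = 0.795 and 0.671). It lists *Myh2* as not significant, while limma gave -1.17 with an unadjusted p of 0.0143 (adjusted p = 0.414), and the one-way ANOVA of the methods an unadjusted p of 0.0671. For 13 of the 16 genes the side of 0.05 was the paper's with limma and for 14 with the ANOVA. Among the alternatives set before the data were examined, *Vim* passed an unadjusted 0.05 without mouse H (0.47), and *Prkg1* with array weights (-0.55), without mouse F (-0.59) and without mouse H (-0.59). With normoxic mice F, G and I and hypoxic mice A, B and C, a setting chosen after seeing the values from 121 choices of mice, both passed an unadjusted 0.05 with limma (0.45 and -0.71), and limma dropped 0 of the paper's 8 called genes, but *Myh2* and *Pdgfrb*, which the paper lists as not significant, were then called too (-1.43 and 0.93). With the ANOVA that the methods name, the same 6 mice dropped 4 of the 8, with an unadjusted p of 0.0615 for *Vim*, 0.0782 for *Tagln*, 0.0698 for *Acta2* and 0.0746 for *Prkg1*, and 11 of the 16 genes fell on the paper's side of 0.05.

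The paper states that the microarrays showed no significant change in gene expression controlled by HIF1α. The HIF-1 target list used here was higher by fgsea (NES 1.98, adjusted p = 0.000137), but not with an estimated correlation (0.131), with fry (0.0539) or without members shared with other gene lists (0.258), and *Hif1a* (-0.04) and *Vegfa* (-0.13) did not pass. The NF-kB, cytokine, Toll-like receptor and interferon lists did not pass in the main setting. The methods name one-way ANOVA with correction for the false discovery rate. With it, 0 single genes passed here, with 2005 at an unadjusted p under 0.05, and limma gave 0 and 2161. Figure 3B lists the set of smooth muscle contraction as not significant. Here the regulators of contraction did not pass (NES 0.934, adjusted p = 0.611), while the contractile proteins were higher by fgsea (NES 2.15, adjusted p = 0.0001), though not with an estimated correlation (0.229) or with fry (0.135).

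The legend of Figure S5 describes the clustering as homogeneous within groups. Here, over all probe sets, normoxic mouse H clustered with the 4 hypoxic mice, while 6 of the 8 mice were most similar to a mouse of their own group.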

Other observations

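Of the tests in this part, the one on the mice behind Figure S6 and the fit with the cardiac and adipocyte scores as covariates were chosen only after the result was seen. Both scores separate the groups fully, so the fit with them cannot tell them from hypoxia itself. Genes that build collagen and elastic fibres, of which *Col1a1* and others are also on the ECM-receptor list, were higher in hypoxia by fgsea. Without the members shared with other gene lists they still passed as a set (adjusted p = 4.1e-10). Of 43 of them, 28 were higher and 1 lower when adjusted over the list alone, with a median log2 difference of 0.57 (NES 2.95, adjusted p = 1.53e-16 from fgsea, 0.131 with an estimated correlation). The main fibrillar collagen *Col1a1* differed by 1.51 (standard error 0.30, adjusted p = 0.131 from limma), and the procollagen proteinases *Bmp1* and *Adamts2* by 0.85 and 0.84 (standard error 0.16 each). Of 14 NFAT5 targets, 6 were higher and 0 lower on the same adjustment (median 0.23, NES 2.20, adjusted p = 3.13e-05, and 0.131 with an estimated correlation). These include *Tnc*, which is also on the ECM-receptor list, *Nos2* (0.84, standard error 0.22), and the heat shock genes *Hspa1a* (1.96, standard error 0.47) and *Hspa1b* (1.86, standard error 0.45), near-identical copies whose probes may not tell them apart. *Nfat5* mRNA differed by -0.26 (standard error 0.25). For NFAT5 protein, which arrays do not measure, the paper reports a slight increase in lysates of hypoxic *Nfat5 fl/fl* lungs. With the cardiac and adipocyte scores as covariates the call for NFAT5 targets was lost (adjusted p = 0.164).

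Among cell types, markers of B cells and plasma cells were lower (24 genes, 5 lower and 0 higher adjusted over the list alone, median -0.60, NES -2.57, adjusted p = 3.6e-08), with *Bank1* at -0.86 and the B cell factor *Pax5* at -0.79. Their call was lost with an estimated correlation (0.229), and the exact permutation p of the scores was 0.114, with 1.12 in normoxic mouse F, which also had the highest adipocyte and muscle scores, and -0.58 to 0.37 in the other mice. With the cardiac and adipocyte scores as covariates the B cell list was higher instead (0.000167). Markers of alveolar type 2 cells were higher (median 0.26, NES 1.96, adjusted p = 0.00189, and 0.203 with an estimated correlation), with the protease *Napsa* at 0.53, and so were those of pericytes (median 0.09, NES 1.95, adjusted p = 0.00142, and 0.191). Arterial endothelium was higher (median 0.31, NES 1.69, adjusted p = 0.023, and 0.190), but not without normoxic mouse F or hypoxic mouse A (up to 0.0952). With the same covariates, alveolar type 2 cells (0.240), pericytes (0.0944) and arterial endothelium (0.729) no longer passed. The endothelial markers moved apart, with *Tie1* at 0.84, *Plvap* at -0.95 and 3 higher and 4 lower of 29 adjusted over the list alone (median 0.01, NES 1.29, adjusted p = 0.159), and with the covariates the list was lower (0.0100). The 9 lymphatic endothelial markers, too few for the set test, had a score difference of 0.36 (exact permutation p = 0.0286), with the receptor *Flt4* at 0.94. Fibroblasts (NES 1.57, adjusted p = 0.0375) and alveolar type 1 cells (NES 1.67, 0.026) were higher, and T and NK cells (NES -1.72, 0.00898), thymus (NES -1.63, 0.035) and alveolar macrophages (NES -1.68, 0.023, with a median of 0.05 but a mean of -0.20) lower, each of them without its call with an estimated correlation (0.371 to 0.521) and without at least 1 of the mice. The fibroblast call was lost without hypoxic mouse A or C (up to 0.104), that of alveolar type 1 cells without F, A or C (0.303), of T and NK cells without F, C or D (0.452), of thymus without F, H, A, B or C (0.536) and of alveolar macrophages without C (0.0841). With the preset correlation of camera, the calls for alveolar macrophages (0.232), fibroblasts (0.0937), alveolar type 1 cells (0.105) and thymus (0.134) were lost. Fibroblasts (0.0513) and alveolar type 1 cells (0.0570) were also lost without dim probe sets, and alveolar type 1 cells (0.102) and thymus (0.0750) when ranked by log2 difference. Fibroblasts (0.0551) and thymus (0.0520) did not pass either when shared members were left out of the gene lists. That setting left the members of the marker lists unchanged. The alveolar macrophage call was lost without the cardiac and adipocyte genes (0.329), and its members with the smallest p, *Fabp4*, *Pparg*, *Cidec* and *Lpl*, are lipid genes that are also on the PPAR or adipocyte lists. With the covariates, T and NK cells were higher (0.0236), alveolar macrophages (0.916), thymus (0.460) and alveolar type 1 cells (0.133) turned direction without passing, and fibroblasts no longer passed (0.0527).

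The remaining lists did not pass in the main setting. The NES and adjusted p were -1.50 and 0.0719 for mast cells and basophils, in which *Cpa3* differed by -1.44 and *Hdc* by 0.84, and -1.35 and 0.119 for club and goblet cells, in which *Bpifa1* differed by -1.39 and *Muc5ac* by 1.06. They were 1.39 and 0.108 for ciliated cells, 1.13 and 0.329 for neutrophils, 1.25 and 0.21 for dendritic cells, -1.04 and 0.442 for interstitial macrophages and 1.18 and 0.298 for mesothelium, whose median of -0.24 has the other sign. Glucocorticoid targets had 1.37 and 0.129, clock genes -0.931 and 0.604 and immediate early genes 0.911 and 0.616. The list for thyroid, oesophagus and trachea had -1.41 and 0.108, with the epithelial keratin *Krt4* at 10.76 in normoxic mouse F, 7.49 in hypoxic mouse D and 1.29 to 5.21 in the other mice. With 1 mouse left out, the mast cell (0.0275) and ciliated cell (0.0487) lists passed without hypoxic mouse C, the dendritic cell list without normoxic mouse F (0.0392) and the thyroid, oesophagus and trachea list without normoxic mouse I (0.00624), and the last also passed when ranked by log2 difference (0.000124). With the covariates, dendritic cells (0.0156), glucocorticoid targets (0.0397), interstitial macrophages (0.0203) and the thyroid, oesophagus and trachea list (0.00859) passed, the last pair as higher instead of lower.

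The log2 values of Figure S6 may be means over 3 of the 4 mice in each group, although its legend gives 4. Among 121 choices of at least 2 mice per group, 16 of them with 3 and 3, the best gave 8 of the 8 values within 0.005 (normoxic mice F, G and I with hypoxic mice A, B and C, largest difference 0.00378), the next best choice gave 1, and all 8 mice gave 0. With these 6 mice, limma's unadjusted p fell in the paper's significance class for each of the 8 genes it lists as regulated, and 14 of 16 genes had the paper's call. With the ANOVA that the methods name, *Vim*, *Tagln*, *Acta2* and *Prkg1* did not pass in these 6 mice (0.0615, 0.0782, 0.0698 and 0.0746), and 11 of 16 genes had the paper's call, against 14 over all 8 mice. The choice was found from the values themselves, so that it remains a hypothesis. In the stored values, mouse F differs from the other 7 arrays in its number of digits, with 2.61% of its values on the step that holds 100% of theirs.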
